# Defective minor spliceosomes induce SMA-associated phenotypes through sensitive intron-containing neural genes in *Drosophila*

**DOI:** 10.1038/s41467-020-19451-z

**Published:** 2020-11-05

**Authors:** Liang Li, Zhan Ding, Ting-Lin Pang, Bei Zhang, Chen-Hui Li, An-Min Liang, Yu-Ru Wang, Yu Zhou, Yu-Jie Fan, Yong-Zhen Xu

**Keywords:** RNA, RNA splicing, Molecular neuroscience

## Abstract

The minor spliceosome is evolutionarily conserved in higher eukaryotes, but its biological significance remains poorly understood. Here, by precise CRISPR/Cas9-mediated disruption of the U12 and U6atac snRNAs, we report that a defective minor spliceosome is responsible for spinal muscular atrophy (SMA) associated phenotypes in *Drosophila*. Using a newly developed bioinformatic approach, we identified a large set of minor spliceosome-sensitive splicing events and demonstrate that three sensitive intron-containing neural genes, *Pcyt2, Zmynd10*, and *Fas3*, directly contribute to disease development as evidenced by the ability of their cDNAs to rescue the SMA-associated phenotypes in muscle development, neuromuscular junctions, and locomotion. Interestingly, many splice sites in sensitive introns are recognizable by both minor and major spliceosomes, suggesting a new mechanism of splicing regulation through competition between minor and major spliceosomes. These findings reveal a vital contribution of the minor spliceosome to SMA and to regulated splicing in animals.

## Abstract (web summary)

Spinal muscular atrophy (SMA) is associated with minor splicing-related defects. Here the authors develop *Drosophila* models with minor spliceosomal-snRNA deletions, and demonstrate SMA-like phenotypes.

## Introduction

RNA splicing removes intronic sequences from the newly transcribed pre-RNA by the spliceosome, a dynamic multi-megadalton RNA-protein complex comprising five small nuclear RNAs (snRNAs) and more than 100 proteins^1–3^. Two types of spliceosomes, the major and the minor, coexist and are both essential in higher eukaryotes^4–7^.

The major spliceosome consists of U1, U2, U4, U5, and U6 snRNAs and is responsible for removing >99.5% of introns (U2-type), while the rest of introns (U12-type) are removed by the minor spliceosome, which consists of U11, U12, U4atac, U5, and U6atac snRNAs^8–11^. Most protein components are shared by the two spliceosomes, except for 65K, 59K, 48K, 35K, 31K, 25K, and 20K, which are unique to the U11/U12 di-snRNP of the minor spliceosome^12,13^. U12-type introns were originally identified to have noncanonical AT-AC splice sites (SSs)^9,10^, and later characterized as having canonical SSs as well^14^. The consensus sequences of the 5′SS, branch site (BS), and the 3′SS, are more conserved than those in U2-type introns^15–17^.

Many human diseases have been linked to the minor spliceosome and U12-type introns^18^. For example, mutations in the 65K protein, U12, and U4atac snRNAs have been identified in growth hormone deficiency, early-onset cerebellar ataxia, and microcephalic osteodysplastic primordial dwarfism type I, respectively^19–21^; and mutations in U12-type introns, the 5′SSs of *STK11* and *TRAPPC2* genes, have been connected with Peutz-Jegher’s syndrome and spondyloepiphyseal dysplasia tarda, respectively^22,23^.

Spinal muscular atrophy (SMA) is proposed to be a minor splicing-related disease^24,25^, which displays severe degeneration of motor neurons in the spinal cord, leading to progressive muscle weakness, mortality and paralysis^26^. The most common types of SMA are caused by mutations in the survival of the motor neuron 1 (*SMN1*) gene on chromosome 5^27,28^. SMN protein is critical for the assembly of small nuclear ribonucleoproteins (snRNPs) that are fundamental components of the two spliceosomes^29^. In humans, *SMN1* gene encodes ~90% of the functional SMN protein, and a paralog, the *SMN2* gene, produces much less protein due to alternative splicing (AS) that skips exon 7^30^; however, many other eukaryotes, including mouse and fly, have only one copy. In SMA models, deficiency of SMN protein results in altered stoichiometry of both the major and minor snRNAs^25,31,32^ and widespread changes of pre-mRNA splicing^33–36^. Although the majority of retained introns are U2-type introns, U12-type introns are proposed to be more sensitive to *SMN* mutations, because a larger proportion of U12-type introns are retained^31,33,34^. However, above mentioned mutations in the human minor-spliceosomal components do not cause SMA, but rather cause other diseases that have completely different phenotypes from SMA.

In *Drosophila* SMA models, *Smn* mutant and RNAi strains have reduced muscle size, motor rhythm, and motor neuron neurotransmission, and result in hindered locomotion^24,37–41^. Restored expression in the motor circuit of *Stasimon*, a U12 intron-containing gene, has been reported to correct defects in neuromuscular junction (NMJ) transmission and muscle growth in *Drosophila Smn* mutants^24^, whereas other studies show that the retention of the *Stasimon* U12 intron is instead a consequence of the developmental arrest^35^.

Since SMN is fundamental to the assembly of both the major and minor spliceosomes, it remains unclear whether defective minor splicing suffices to induce SMA. In addition, genome-wide U12-type introns have not yet been sufficiently investigated. The U12DB website currently lists 695, 555, 306, and 16 of U12-type introns for *H. sapiens*, *M. musculus*, *A. thaliana* and *D. melanogaster*, respectively^42,43^. Recently, ~150 new U12-type introns were added on the Minor Intron DataBase^44^; however, most of them are predicted based on the human consensus sequences^8,45^.

To address the above understanding deficits, we generated minor-spliceosomal-snRNA deletion strains (*U12*^*Δ/Δ*^ and *U6atac*^*Δ/Δ*^) by CRISPR/Cas9 system in *Drosophila* and identified transcriptome-wide sensitive SSs and introns. We then screened sensitive intron-containing neural genes and found three that directly rescue SMA-associated phenotypes, including impaired muscle development, decreased neuromuscular connections, and hindered locomotion. Further analyses revealed a new mode of splicing regulation of minor sensitive introns by competition between the minor and the major spliceosomes. These results demonstrate that the defective minor spliceosome is a major force leading to SMA-associated phenotypes.

## Results

### Precise deletion of minor-spliceosomal snRNAs results in *Drosophila* lethality and defective splicing of U12-type introns

We first constructed two *Drosophila* strains with precise deletion of minor spliceosome-specific U12 and U6atac snRNAs by the CRISPR/Cas9 system (Fig. 1a and Supplementary Fig. 1a, b). The homozygous strains, *U12*^Δ/Δ^ and *U6atac*^Δ/Δ^, were further confirmed by Northern blotting, showing no detectable U12 or U6atac snRNA (Fig. 1b). The heterozygous strains (*U12*^+/Δ^ and *U6atac*^+/Δ^) appeared to grow normally; however, the homozygous strains are lethal at pupal stages (Fig. 1c), indicating that snRNA components of the minor spliceosome are essential for fly development. In addition to the sixteen U12-type introns listed on U12DB, three more have been reported due to the similarity of their 5′SS with human U12-type introns^42^. Splicing of all these 19 introns was inhibited in the two snRNA deletion strains, whereas splicing of tested U2-type introns remained the same (Fig. 1d and Supplementary Fig. 1c), demonstrating that the two deletion strains have serious defects specific in minor splicing but not in major splicing.

**Fig. 1:**
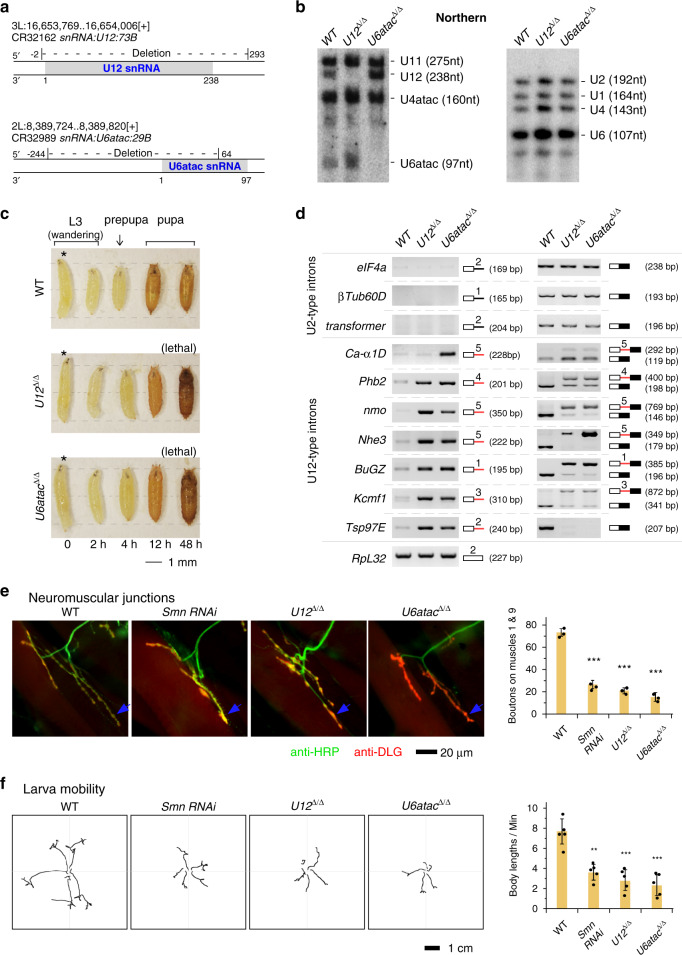
Precise deletion of U12 and U6atac snRNAs by CRISPR-Cas9 system results in defective splicing of U12-type introns and SMA phenotypes in *Drosophila*. **a** Deletion of U12 snRNA and U6atac snRNAs in *Drosophila* by CRISPR/Cas9 system. Gene loci and deleted regions are indicated. **b** Validation of deletion strains by northern blotting. Positions and sizes of the U2- and U12-type snRNAs are indicated. **c** Both the *U12*^*Δ/Δ*^ and *U6atac*^*Δ/Δ*^ strains are lethal at the pupal stage. Pictures of deletion and *WT* strains are shown from L3 wandering to pupal stages. **d** Splicing of U12-type introns are inhibited in deletion strains. Two sets of amplification primers of RT-PCR were used for each intron analysis. Amplification regions are indicated; black lines: U2-type introns; red lines: U12-type introns; boxes: exons. Analyses of other U2- and U12-type introns are shown in Supplementary Fig. 1. **e** Decreased neuromuscular connection in the *U12*^*Δ/Δ*^ and *U6atac*^*Δ/Δ*^ strains. Green: neuron visualized by HRP antibody; red: presynaptic and posterior membranes visualized by DLG antibody. Boutons of NMJ in the colocalized regions are counted under microscopy (*Smn RNAi*: *p* = 0.00016; *U12*^*Δ/Δ*^*: p* = 0.00013; *U6atac*^Δ/Δ^: *p* = 9.3e−5). **f** Hindered larval locomotion of the *U12*^Δ/Δ^ and *U6atac*^*Δ/Δ*^ strains (*Smn RNAi*: *p* = 0.00101; *U12*^Δ/Δ^: *p* = 0.00036; *U6atac*^Δ/Δ^: *p* = 0.00019). Path lengths of larval locomotion are recorded and normalized to body lengths. Data represent the mean ± SD from five representatives of each strain, **p < 0.01, ***p < 0.001. *p* values were calculated using two-sided *t*-test. Source data are provided as a Source Data file.

### *U12*^Δ/Δ^ and *U6atac*^Δ/Δ^ strains exhibit SMA-associated phenotypes similar to the *Smn* mutant

To examine if disruption of minor splicing alone can lead to defects in NMJ, we performed immunohistochemistry to visualize neurons by horseradish peroxidase (HRP) antibody, and presynaptic and posterior membranes by disc-large (DLG) antibody on larva muscles of *Smn* RNAi, *U12*^Δ/Δ^ and *U6atac*^Δ/Δ^ strains, respectively. Consistent with previous reports^24,38–40^, our *Smn* RNAi strain also exhibited morphological defects and fewer boutons of NMJ in comparison to the *WT* strain, indicating that it is a useful control for our studies. Interestingly, the NMJ bouton numbers of the *U12*^*Δ/Δ*^ and *U6atac*^*Δ/Δ*^ strains were around 70% less than the *WT* strain, indicating defective neuromuscular connections in all three strains (Fig. 1e). Next, we evaluated the motion capability of fly strains. The larval locomotion distance of *Smn* RNAi, *U12*^*Δ/Δ*^ and *U6atac*^*Δ/Δ*^ strains was significantly shorter than the *WT* strain (Fig. 1f), thus indicating an impaired behavior due to the defective NMJ.

Altogether, these data demonstrate that the deletion of minor-spliceosomal snRNAs results in SMA-associated phenotypes similar to the *Smn* mutant, providing direct evidence that these phenotypes result from disruption of minor spliceosomes.

### Identification of minor spliceosome-sensitive introns and SSs

To address how splicing and introns were affected transcriptome-wide in the deletion strains, we performed RNA-seq of L3 larvae of the *WT*, *U12*^Δ/Δ^, and *U6atac*^Δ/Δ^ strains. Approximately 60 M paired-end reads from each sample were mapped to the *Drosophila* genome (Supplementary Data 1). 

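Gene expression was measured in 8 mRNA libraries, 2 each from the *WT*, *U12*Δ/Δ and *U6atac*Δ/Δ strains and 2 from a strain with a deletion of *Smn*, *Smn*Δ/Δ. Each library came from RNA pooled from 12 whole L3 wandering larvae and was sequenced from both ends. The paper's Supplementary Data 1 lists 67487514 and 60587504 reads for the *WT* libraries, 67680456 and 60750924 for *U12*Δ/Δ, 61968502 and 60225672 for *U6atac*Δ/Δ, and 56195760 and 50266710 for *Smn*Δ/Δ, of which between 91.19% and 96.93% were mapped. The authors mapped the reads to dm6 with *TopHat* and deposited TPM, the share of transcripts scaled to a sum of 1000000, for 17473 genes in each library. The paper's text does not name the tool that made the TPM. The values carry no read numbers, so the counting error of a single gene is unknown. The genes at a TPM of 0 numbered between 2806 in a *WT* library and 3680 in a *U6atac*Δ/Δ library. The 10 genes with the highest TPM held between 16.6% of the TPM, in a *Smn*Δ/Δ library, and 35.0%, in a *U12*Δ/Δ library. The TPM was analyzed as log2(TPM + 1) over the 11122 genes with a mean TPM of at least 1 in the 8 libraries. The strains were compared with limma in one fit with 4 groups, with Benjamini-Hochberg adjustment over the genes tested.
The 2 libraries of one strain differed widely. Their Spearman correlation across genes was 0.674 for *WT*, 0.681 for *U12*Δ/Δ, 0.748 for *U6atac*Δ/Δ and 0.671 for *Smn*Δ/Δ. The SD of the log2 difference between the 2 libraries lay between 1.77 in *U6atac*Δ/Δ and 1.93 in *U12*Δ/Δ, and between 44.0% and 50.3% of the genes differed by more than 2-fold. This difference was shared by genes listed next to each other in the deposited tables, with a correlation between adjacent genes of 0.438 to 0.525 in the 4 strains, which the closing section describes. With such a spread, a simulated rise of 4 on the log2 scale was called in 0 of 120 genes, and a rise of 8 in 56 of 133 genes. Genes with a low mean expression were not among them. The transcript of the U12 snRNA gene, snRNA:U12 on chromosome 3L from 16653769 to 16654006, was listed at a TPM of 0 in both *U12*Δ/Δ libraries and between 0.072 and 1.33 in the other 6. That of the U6atac snRNA gene, snRNA:U6atac on chromosome 2L from 8389724 to 8389820, was listed at 0 in all 8 libraries, so the *U6atac*Δ/Δ labels could not be checked on it.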

By using *rMATS*, hundreds of AS events were found to be significantly changed (Supplementary Fig. 1d), however, this method only identified a small portion of U12-type introns, as pointed out by a previous report^35^. To improve the detection sensitivity and accuracy, we developed a new bioinformatic approach to measure the transcriptome-wide “Unused Index” of all SSs based on the ratio of reads between the 40-nt intronic and exonic regions flanking each SS (Fig. 2a and details in “Methods”). According to preliminary RT-PCR results, we selected the top 2% of SSs on the Unused Index for further analyses (Fig. 2b and Supplementary Data 2). 

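The paper's lists of the top 2% of SSs hold 1058 5′SSs and 1081 3′SSs for the *U12*Δ/Δ strain and 1052 5′SSs and 1074 3′SSs for the *U6atac*Δ/Δ strain (Supplementary Data 2). Matched by position and strand, 266 5′SSs and 270 3′SSs stand in both lists. The paper further selects SSs by a p value for each site, which is at most 0.0498 among the 5′SSs and 0.0495 among the 3′SSs that it calls sensitive to both deletions. Among those sensitive 3′SSs, 160 were found at the same position in both lists. Of the introns that the paper pairs from these SSs, 60 have both ends at the listed positions of sensitive SSs. The read counts behind the Unused Index were not analysed here, so the calls are the paper's. In the expression data of the same libraries, 61 genes host the paired introns. A further 203 genes host only a single sensitive SS, 202 of them are in the deposited tables, and 176 had a mean TPM of at least 1. The median over the 202 genes of the mean TPM was 13.8.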

The use of 168 5′SSs and 175 3′SSs was significantly decreased in both *U12*^Δ/Δ^ and *U6atac*^Δ/Δ^ strains, and 63 5′SSs and 3′SSs were in pairs from the same introns, which we designated as minor-spliceosome-sensitive splice sites (minS-SS) and introns (minS-I), respectively (Fig. 2c). Among the 63 minS-Is, 15 are known as U12-type introns and 48 are new (Supplementary Data 3). 

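The 15 U12-type introns lie in 15 genes, which all had a mean TPM of at least 1, with a median of 30.3. The 48 new minS-Is lie in 46 further genes, of which 42 reached that level, with a median over the 46 genes of 9.24. The U12-type introns were between 98 and 1324 bp long with a median of 302 bp, and the new minS-Is between 25 and 10330 bp with a median of 59 bp. At identical coordinates, 15 of the U12-type introns and 43 of the new minS-Is are annotated introns in Ensembl's BDGP6 annotation, whose coordinates are those of dm6. In the sequences of Supplementary Data 3, 14 of the U12-type introns and 0 of the new minS-Is begin with ATATCCT or GTATCCT, and 46 of the new minS-Is begin with GT.
Expression of the host genes was compared with *WT* by limma's camera test on each set, adjusted over 9 tests. Across all 11122 genes the median log2 fold change was −0.53 in *U12*Δ/Δ, −0.49 in *U6atac*Δ/Δ and −0.18 in *Smn*Δ/Δ, so the sets are given beside these medians. The host genes of the U12-type introns had a median log2 fold change of 0.92 in *U12*Δ/Δ (adjusted p = 0.00622 from limma's camera, 11 of 15 genes above 0) and 0.75 in *U6atac*Δ/Δ (adjusted p = 0.00702 from limma's camera, 10 of 15 genes above 0). With the replicate number as a block, the adjusted p from camera was 0.00725 and 0.0102. The deviations of same-numbered libraries from their strain's mean correlated at −0.021 to 0.108 in the 6 pairs of strains. The choice that moved this result most was an inter-gene correlation estimated from the data in place of 0.01, with which the adjusted p was 0.350 in both strains. In *Smn*Δ/Δ, the median of these genes was −0.17 (adjusted p = 0.602 from limma's camera, 0.601 with the block). The host genes of the new minS-Is had medians of −0.71 in *U12*Δ/Δ, −0.92 in *U6atac*Δ/Δ and −0.82 in *Smn*Δ/Δ, with adjusted p of 0.358, 0.140 and 0.172 from limma's camera and 0.363, 0.125 and 0.166 with the block. By 10000 random gene lists matched on expression in place of camera, the adjusted p of the new minS-Is in *Smn*Δ/Δ was 0.0349. The paper gives the name minS-I to introns whose 5′SS and 3′SS are both sensitive, and it separates these introns by whether they are known as U12-type.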

To validate these findings, ten new minS-Is were randomly picked and tested by RT-PCR; their splicing was clearly inhibited in the two deletion strains (Supplementary Fig. 1e), consistent with our bioinformatic analyses (Supplementary Fig. 1f). Thus, in addition to classic U12-type introns, we identified new minS-Is and many minS-SSs in *Drosophila* through transcriptome analyses of minor snRNA deletion strains.

**Fig. 2:**
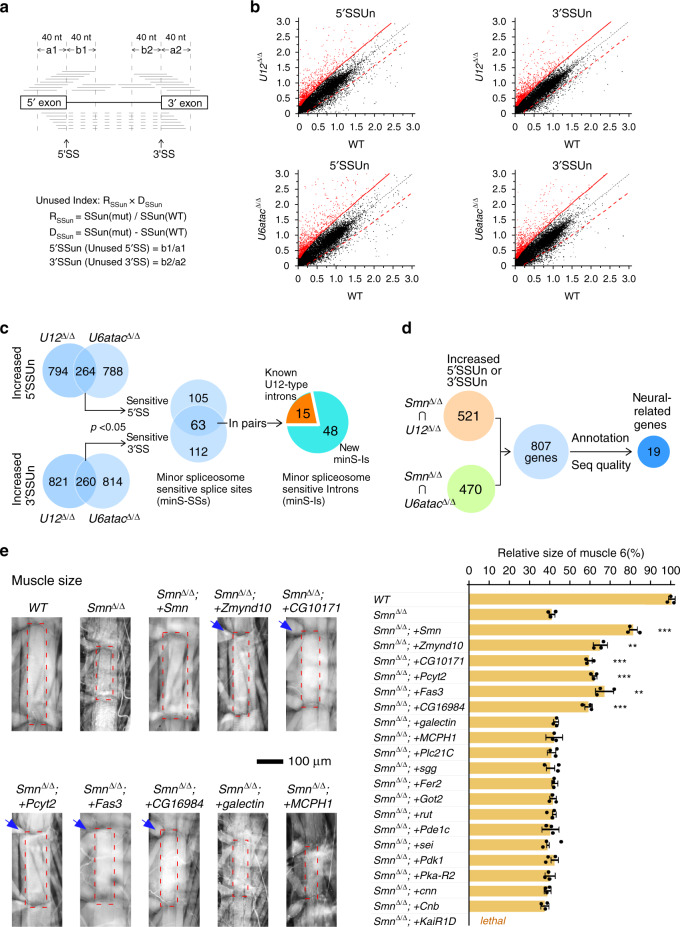
Identification of minor spliceosome-sensitive splicing events and candidate genes for the rescue of SMA-associated phenotypes. **a** Diagram of bioinformatic analyses for identifying minS-Is. For details see methods. **b** Distribution of SSun scores of transcriptome-wide 5′SSs and 3′SSs in the mutant strain (*U12*^Δ/Δ^ or *U6atac*^Δ/Δ^) versus the *WT* strain. Grouped by a red unbroken limitation line, red dots represent the top 2% of SSun scores in the mutant strains; and black dots represent the remaining SSun scores, where a symmetric red dashed control line is indicated. **c** Splice sites and introns that are sensitive to the two minor-snRNA deletions. Decreased usage of the 5′ and 3′SSs are identified and paired. minS-Is are grouped into known U12-type introns and new minS-Is. **d** Selection of neural genes with defective 5′SS or 3′SS in both *Smn* deletion and minor-snRNA deletion strains. **e** Development of muscle 6, indicated within the dashed red rectangles, is rescued by five neural genes. Positive genes are indicated by blue arrow; additional transgenic strains with neural expressed CDSs of candidate genes are presented in Supplementary Fig. 4b (*Smn*^Δ/Δ*;*^ + *Smn*: *p* = 2e−5; *Smn*^Δ/Δ*;*^ + *Zmynd10*: *p* = 0.00281; *Smn*^Δ/Δ;^ + *CG10171*: *p* = 8.5e−5; *Smn*^Δ/Δ;^ + *Pcyt2*: *p* = 5.5e−5; *Smn*^Δ/Δ;^ + *Fas3*: *p* = 0.00583; *Smn*^Δ/Δ;^ + *CG16984*: *p* = 0.00025). Data represent the mean ± SD from five representatives of each strain. **p < 0.01 and ***p < 0.001. *P* values were calculated using two-sided *t*-test. Source data are provided as a Source Data file.

### Selection of candidate genes for rescue of SMA-associated phenotypes

Considering the level of knockdown based on RNAi was not stable and insufficient, we generated another CRISPR/Cas9-mediated deletion strain, *Smn*^Δ/Δ^ (Supplementary Fig. 2a), which was used in a confirmatory approach for screening candidate genes that would directly contribute to SMA-associated phenotypes. 

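*Smn* (FBgn0036641) lies on the minus strand of chromosome 3L from 16580398 to 16581547 in dm6. Its TPM was 4.57 and 0.653 in the 2 *Smn*Δ/Δ libraries, against 24.7 and 28.3 in *WT*, 13.96 and 9.57 in *U6atac*Δ/Δ, and 9.76 and 200.3 in *U12*Δ/Δ. Both *Smn*Δ/Δ libraries were thus the lowest of the 8. The mean was 2.61 ± 2.77 (SD, n = 2) in *Smn*Δ/Δ and 26.5 ± 2.56 (SD, n = 2) in *WT*. On the log2 scale *Smn* fell by 3.18 in *Smn*Δ/Δ (standard error 1.38, adjusted p = 0.350 from limma). With each library left out in turn, the log2 fold change stayed between −4.05 and −2.30, a range that the spread between 2 libraries sets. The 2 *U12*Δ/Δ libraries differed more from each other in this gene than *Smn*Δ/Δ did from *WT*.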

The *Smn*^Δ/Δ^ strain exhibited stronger phenotypes than the *Smn* RNAi strain. 

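The list of affected SSs in the paper's Supplementary Data 2 holds 1985 5′SSs and 1977 3′SSs for *Smn*Δ/Δ, against 1058 and 1081 for *U12*Δ/Δ and 1052 and 1074 for *U6atac*Δ/Δ. The lowest Unused Index listed is 0.281 for a 5′SS and 0.250 for a 3′SS in *Smn*Δ/Δ, 0.617 and 0.552 in *U12*Δ/Δ, and 0.768 and 0.378 in *U6atac*Δ/Δ, which are the paper's values. The paper takes the top 5% of SSs for *Smn*Δ/Δ and the top 2% for the other strains, and the lists end at different Unused Indexes. At a common Unused Index of 0.768, the highest of the 3 lower ends, 847 5′SSs of the *Smn*Δ/Δ list remained, with 856 for *U12*Δ/Δ and 1052 for *U6atac*Δ/Δ. For the 3′SSs, at a common Unused Index of 0.552, 1031 remained for *Smn*Δ/Δ, 1081 for *U12*Δ/Δ and 832 for *U6atac*Δ/Δ. These counts are not shares. With 1985 5′SSs as the top 5% and 1058 as the top 2%, fewer SSs were scored in *Smn*Δ/Δ than in *U12*Δ/Δ. In the expression data of the same libraries, 10413 and 10077 genes had a TPM of at least 1 in the 2 *Smn*Δ/Δ libraries, 8965 and 9563 in *U12*Δ/Δ, 9217 and 9275 in *U6atac*Δ/Δ, and 10934 and 10255 in *WT*.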

Unused index analysis of this *Smn*^Δ/Δ^ strain indicated that it had more affected SSs than in *U12*^Δ/Δ^ and *U6atac*^Δ/Δ^ strains (Supplementary Fig. 2b). To address whether the *Smn*^Δ/Δ^ strain was proper for the SMA-associated genetic screen, we performed a time course detection of NMJ for the *Smn*^Δ/Δ^ strain (Supplementary Fig. 2c, d). In comparison to the *WT* strain, amounts of NMJ in the *Smn*^Δ/Δ^ larva were at similar levels in their first 3 days to the time point 96 h post egg-laying. After that, we observed strongly decreased NMJ in the *Smn*^Δ/Δ^ strain, demonstrating that degeneration of motor neurons occurred in the *Smn*^*Δ/Δ*^ strain after L3_24 hr. 

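The distance between 2 libraries was taken as 1 minus the Spearman correlation of log2(TPM + 1) across 11122 genes. It was between 0.252 and 0.329 for the 2 libraries of one strain. Between *U12*Δ/Δ and *U6atac*Δ/Δ the mean distance was 0.303, and from *WT* it was 0.356 for *U12*Δ/Δ and 0.347 for *U6atac*Δ/Δ. The *Smn*Δ/Δ libraries lay farther away, with mean distances of 0.491 to *WT*, 0.426 to *U12*Δ/Δ and 0.413 to *U6atac*Δ/Δ. The mean distance from *Smn*Δ/Δ to the other strains was 1.32 times the mean distance among those strains, and 1.13 times by Euclidean distance.
Genes that mark the larval stage were listed before the data were examined. The mean log2(TPM + 1) of 6 salivary glue genes (*Sgs1*, *Sgs3*, *Sgs4*, *Sgs5*, *Sgs7* and *Sgs8*) was 0.23 and 0.17 in the *Smn*Δ/Δ libraries, 10.66 and 9.41 in *WT*, 5.29 and 7.81 in *U6atac*Δ/Δ, and 12.39 and 1.52 in *U12*Δ/Δ. For 6 fat body genes of the late larva (*Fbp1*, *Fbp2*, *Lsp1alpha*, *Lsp1beta*, *Lsp1gamma* and *Lsp2*), it was 0.46 and 0.11 in *Smn*Δ/Δ and between 10.93 and 12.65 in the other 6 libraries. The 3 genes *ng1*, *ng2* and *ng3*, which are expressed before the glue genes, had a mean of 8.46 and 8.27 in *Smn*Δ/Δ, 6.33 and 5.96 in *U6atac*Δ/Δ, 5.16 and 5.51 in *U12*Δ/Δ and 4.41 and 4.54 in *WT*. Of the 21 genes induced from the middle of the third instar, 17 were lower in both *Smn*Δ/Δ libraries than in both *WT* libraries, an order that chance gives for 16.7% of genes, and for 16 of them the difference was larger than the SD of either pair of replicates. For *U6atac*Δ/Δ, 12 of the 21 were lower in this way, all of them by more than either SD, and for *U12*Δ/Δ 4, of which 3 by more than either SD.
By limma, 168 genes had an adjusted p under 0.05 in *Smn*Δ/Δ against *WT*, 137 of them higher and 31 lower, or 149 with the replicate number as a block. There were 0 such genes in *U12*Δ/Δ and 0 in *U6atac*Δ/Δ against *WT*, with or without the block, and 1050 and 1147 genes had an unadjusted p under 0.05. The count for *Smn*Δ/Δ was 40 when only the 4 libraries compared were fitted, and 444 when each gene was centred on the 10 genes around it in the tables, a choice made after seeing the data.

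**Figure D1:**
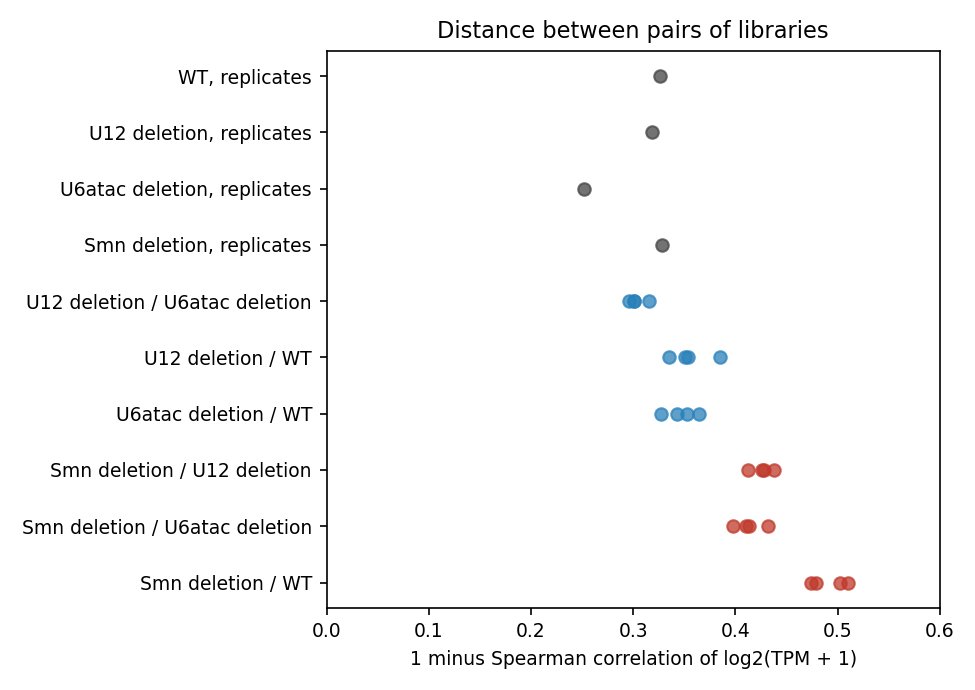
Distance between pairs of libraries (1 minus the Spearman correlation of log2(TPM + 1), no unit), with a point for each pair. Grey points are the 2 libraries of one strain, blue points pairs of other strains without the *Smn* deletion strain, and red points pairs with it. Replicates lie between 0.252 and 0.329, and the mean over pairs of the *Smn* deletion strain and *WT* is 0.491.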

Through analyzing a large set of *Drosophila* RNA-seq data, including the modEncode Drosophila data sets^46^ and *Smn* mutant^35^, the developmental stage of the *Smn*^*Δ/Δ*^ strain was determined as after the L3_12 hr, while the *Smn* RNAi, *U12*^*Δ/Δ*^ and *U6atac*^*Δ/Δ*^ strains were grouped with the *WT* larva samples at the stage of L3_PS1-2 (Supplementary Fig. 2e). Further characterizations indicated that our CRISPR-Cas9 generated strains, *U12*^Δ/Δ^, *U6atac*^Δ/Δ^ and *Smn*^Δ/Δ^, did not have detectable off-target effects (Supplementary Fig. 3a–d).

Comparing Unused indexes of SSs from the three deletion strains, we identified 521 genes that had at least one 5′SS or 3′SS with significantly decreased usage shared between the *Smn*^Δ/Δ^ and *U12*^Δ/Δ^ strains, and 470 genes by the *Smn*^Δ/Δ^ and *U6atac*^Δ/Δ^ strains, which led to 807 genes in total (Fig. 2d). 

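Matching the paper's lists by position and strand gave 521 genes with an SS shared between *Smn*Δ/Δ and *U12*Δ/Δ, 524 between *Smn*Δ/Δ and *U6atac*Δ/Δ, and 815 in total, with 230 genes in both groups. Genes in both lists whatever the position of the SS numbered 790 and 796. Of the 815 genes, 813 are in the deposited expression tables and 708 had a mean TPM of at least 1. Their median log2 fold change against *WT* was −0.77 in *U12*Δ/Δ, −0.81 in *U6atac*Δ/Δ and −0.34 in *Smn*Δ/Δ, where that of all genes tested was −0.53, −0.49 and −0.18. By limma, 3 of the 708 genes had an adjusted p under 0.05 in *Smn*Δ/Δ and 0 in *U12*Δ/Δ and in *U6atac*Δ/Δ. At an unadjusted p under 0.05 there were 79, 90 and 97 genes.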

After manual inspection of RNA-seq signals and gene annotations, nineteen neural-related genes were selected as candidates for rescue screens (Supplementary Data 4).

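The 19 candidate genes had mean TPM over the 8 libraries from 0.541 for *CG16984* to 164.7 for *sgg*, with a median of 31.4. A mean TPM of at least 1 was reached by 17 of them, which were tested against *WT* with limma. None had an adjusted p under 0.05 over all genes tested, or over the candidate genes in the 3 strains alone. At an unadjusted p under 0.05 there were 2 genes in each of *U12*Δ/Δ, *U6atac*Δ/Δ and *Smn*Δ/Δ. Above *WT* were 7 of the 17 in *U12*Δ/Δ, 8 in *U6atac*Δ/Δ and 9 in *Smn*Δ/Δ. *Cnb* had the largest fall in each strain. Its log2 fold change was −3.39 in *U12*Δ/Δ (standard error 1.01, adjusted p = 0.424 from limma), −2.67 in *U6atac*Δ/Δ (standard error 1.01, adjusted p = 0.441) and −3.49 in *Smn*Δ/Δ (standard error 1.01, adjusted p = 0.168). Adjusted over the candidate genes alone, the limma p of *Cnb* was 0.207, 0.333 and 0.207. Its TPM was 65.1 and 20.5 in *WT*, and between 0.811 and 6.27 in the 6 libraries of the deletion strains. The largest rise in *Smn*Δ/Δ was that of *sgg*, with a log2 fold change of 3.53 (standard error 1.13, adjusted p = 0.214 from limma). From shared SSs to a list of neural-related genes, the paper proceeded by inspection of RNA-seq signals and annotations.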

### Rescue of SMA-associated phenotypes by expression of minS intron-containing neural genes

We screened candidate genes through the construction of transgenic flies in the *Smn*^Δ/Δ^ background, where each CDS was driven by neural-specific *elav*^*C155*^-*Gal4* through crossing *Smn*^*+/Δ*^ heterozygotes due to *Smn*^Δ/Δ^ lethality. Except for one strain with the *KaiR1D*-CDS that died at the embryonic stage, phenotypes of other strains were tested.

First, body size of *Smn*^Δ/Δ^ larvae was much smaller than that of the *WT*, and was rescued by adding back CDSs of *Smn* and five candidate genes, including *Zmynd10*, *CG10171*, *Pcyt2*, *Fas3* and *CG16984*, whereas 14 others had little effect (Supplementary Fig. 4a). Further, neural expression of the above five genes’ CDSs significantly restored the reduced muscle size (muscle 6 here) caused by *Smn*^Δ/Δ^, showing restoration of muscle development, whereas 14 other genes did not (Fig. 2E and Supplementary Fig. 4b).

Second, the *Smn*^Δ/Δ^ strain exhibited dramatically fewer NMJ boutons as expected, and the defects were rescued by adding back the *Smn*-CDS (Fig. 3a). Among the candidates, four of them, *Zmynd10*, *CG10171*, *Pcyt2*, and *Fas3*, significantly restored the NMJ, but others could not (Fig. 3a and Supplementary Fig. 5a). Although the *CG16984-*CDS rescued the body size and muscle development, it could not rescue the NMJ defects caused by *Smn*^Δ/Δ^, suggesting the function of *CG16984* may be limited to muscle cell proliferation^47^. To examine if the rescue effect of NMJ by the four genes was specific to SMN ablation, we expressed these genes in *WT Drosophila* and observed that neural-specific expression of *CG10171* led to the increase of the NMJ boutons, whereas *Zmynd10*, *Pcyt2* or *Fas3* had no effect (Supplementary Fig. 5b, c). These results demonstrated that the restoration of neuromuscular connections in *Smn*^*Δ/Δ*^ by the expression of *Zmynd10*, *Pcyt2*, and *Fas3* are reliable, and *CG10171* may work on certain SMN independent pathway to regulate NMJ boutons.

**Fig. 3:**
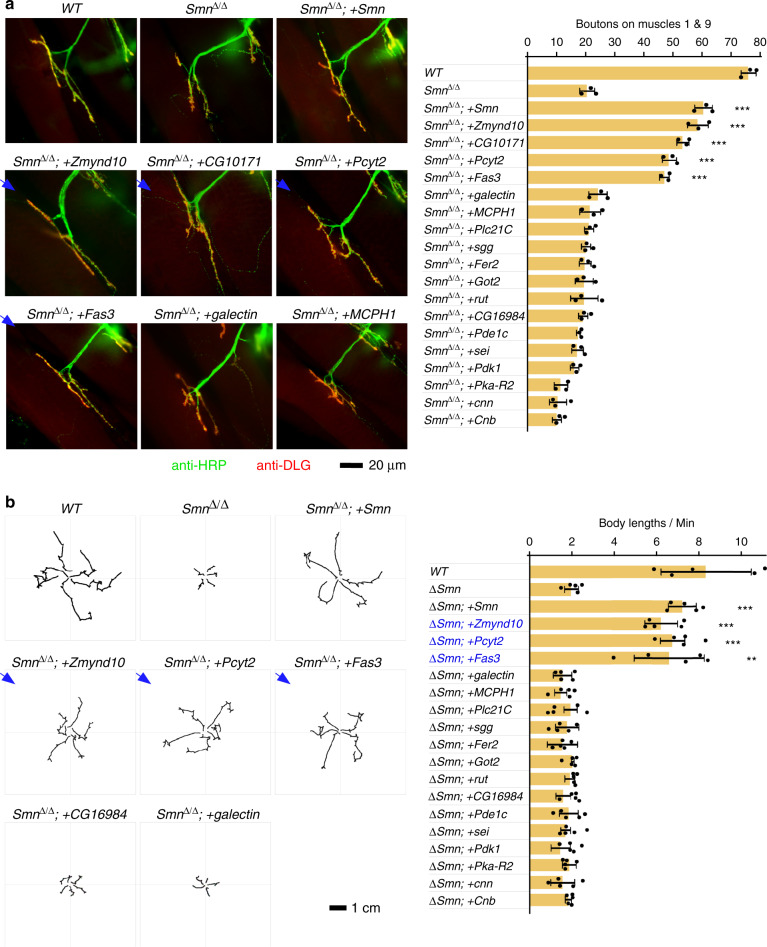
Screen of neural genes that could rescue NMJ defects and larvae mobility. **a** Left, immunostaining of neuromuscular connections in transgenic strains driven by *elav-GAL4* in the *Smn*^Δ/Δ^ background. NMJ boutons are counted and the additional transgenic strains are shown in Supplementary Fig. 5a. Right, quantitation of boutons in each strain (*Smn*^Δ/Δ*;*^ + *Smn*: *p* = 8.3e-5; *Smn*^Δ/Δ;^ + *Zmynd10*: *p* = 0.00021; *Smn*^Δ/Δ*;*^ + *CG10171*: *p* = 8.3e−5; *Smn*^Δ/Δ;^ + *Pcyt2*: *p* = 0.00017; *Smn*^Δ/Δ;^ + *Fas3*: *p* = 0.00025). **b** Left, larval locomotion of transgenic strains (*Smn*^Δ/Δ;^ + *Smn*: *p* = 8.1e−6; *Smn*^Δ/Δ;^ + *Zmynd10*: *p* = 0.0001; *Smn*^Δ/Δ;^ + *Pcyt2*: *p* = 9.3e−5; *Smn*^Δ/Δ;^ + *Fas3*: *p* = 0.00442). Additional transgenic strains are shown in Supplementary Fig. 5d. Right, quantitation of path length of larval locomotion. Data represent the mean ± SD from five representatives of each strain. **p < 0.01, ***p < 0.001. *P* values were calculated using two-sided *t*-test. Source data are provided as a Source Data file.

Lastly, the impaired larval locomotion caused by *Smn*^*Δ/Δ*^ was significantly rescued by neural expression of *Zmynd10*, *Pcyt2*, and *Fas3*, showing similar levels of restoration as the *Smn*-CDS did, whereas other CDSs did not (Fig. 3b and Supplementary Fig. 5d). In sum, after inspection of four different phenotypes, we conclude that three neural genes, *Zmynd10*, *Pcyt2*, and *Fas3*, rescue SMA-associated phenotypes caused by SMN deficiency.

### *Pcyt2*, *Zmynd10*, and *Fas3* are targets of the minor spliceosome

Neural-related functions of the above three genes have been previously investigated. Specifically, *Pcyt2* (phosphocholine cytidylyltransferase 2), together with *Pcyt1* in *Drosophila*, are responsible for the regulation of phosphatidylcholine in neural membranes^48,49^; *Zmynd10* (zinc finger MYND-type containing 10) is essential for proper axonemal assembly of Dynein arms, and its loss-of-function mutant exhibits uncoordinated locomotion due to chordotonal neuron malfunction^50^. *Fas3* (fasciclin III) is a cell adhesion molecule, expressed in motor neurons and their synaptic target muscle cells during neuromuscular development^51^.

Based on our transcriptome analyses, the use of the 5′ and 3′SSs of *Pcyt2-*intron 1 and *Zmynd10-*intron 3, and the 3′SS of *Fas3-*intron 5 was significantly decreased in the deletion strains (Fig. 4a and Supplementary Data 4), those splicing defects could result in altered protein levels and isoforms (Supplementary Fig. 6). 

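Coordinates are those of dm6 as the paper lists them. *Pcyt2* (FBgn0035231) lies on the plus strand of chromosome 3L from 1553493 to 1555315. Its intron from 1554011 to 1554077 is 67 bp long and is annotated in the only transcript of the gene. The 25 nt around its 5′SS, 5 exonic and 20 intronic, are AUUUUGUAAGGCUACUCCUUAGAGG. The paper's Unused Index of this 5′SS is 2.82 in *U12*Δ/Δ, 0.869 in *U6atac*Δ/Δ and 1.40 in *Smn*Δ/Δ, which ranks 150 of 1058, 939 of 1052 and 418 of 1985 in the lists. For the 3′SS the paper's values are 4.19, 0.646 and 2.19, at ranks 80 of 1081, 735 of 1074 and 210 of 1977. The same list gives the 5′SS of the 59-bp intron from 1554402 to 1554460, with an Unused Index of 1.37, 1.27 and 1.21.
*Zmynd10* (FBgn0266709) lies on the minus strand of chromosome 3L from 13024763 to 13026437, and its intron from 13024881 to 13024937 is 57 bp long and annotated in the only transcript. The 25 nt around the 5′SS are UCCCGGUGGGUUGGACGCAACUUUU. The paper's Unused Index is 2.33, 4.44 and 3.65 for the 5′SS and 1.27, 5.78 and 4.86 for the 3′SS in *U12*Δ/Δ, *U6atac*Δ/Δ and *Smn*Δ/Δ. These rank 211, 128 and 124 among the 5′SSs and 411, 49 and 73 among the 3′SSs.
*Fas3* (FBgn0000636) lies on the plus strand of chromosome 2L from 18320102 to 18393441. Its intron from 18387318 to 18391051 is 3734 bp long and is annotated in 2 of 7 transcripts. The 3′SS has a paper's Unused Index of 0.554 in *U12*Δ/Δ, 2.76 in *U6atac*Δ/Δ and 0.994 in *Smn*Δ/Δ, at ranks 1079 of 1081, 149 of 1074 and 539 of 1977. No error is given for these values, and the reads behind them were not analysed here.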

Further RT-PCRs revealed that *Pcyt2-*intron 1 and *Zmynd10-*intron 3 were severely retained in the *Smn*^Δ/Δ^, *U12*^Δ/Δ^, and *U6atac*^Δ/Δ^ strains (Fig. 4b), demonstrating that their splicing inhibition is due to the defective minor spliceosome. There is an alternative 3′SS inside of the *Fas3-*intron 5, and use of this 3′SS generates another mRNA isoform that contains exon 6a instead of exon 6 (Fig. 4a right). Using multiple sets of amplification primers, RT-PCRs revealed that splicing of *Fas3-*intron 5 was clearly inhibited in the three deletion strains, showing increased retention of intron 5 and decreased level of exon 6-containing mRNA, while the alternative exon 6a-containing mRNA product was increased (Fig. 4b right). This result suggests that the *Fas3-*intron 5 comprised of the common 5′SS and the minS-3′SS is recognized by the minor spliceosome, whereas the intron comprised of the common 5′SS and the alternative 3′SS is recognized by the major spliceosome. A defective minor spliceosome results in increased recognition of the common 5′SS by the major spliceosome. In addition, from data of RNA-seq and RT-PCRs, we observed that expression levels of these three genes in the *U12*^Δ/Δ^ and *U6atac*^Δ/Δ^ strains are lower than their levels in the *Smn*^Δ/Δ^ strain, this might due to various levels of RNA surveillance or other unknown reasons.

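In TPM (mean ± SD, n = 2 libraries), *Pcyt2* was at 20.8 ± 29.1 in *U12*Δ/Δ, 66.5 ± 87.1 in *U6atac*Δ/Δ, 3.51 ± 2.74 in *Smn*Δ/Δ and 33.0 ± 44.4 in *WT*. *Zmynd10* was at 3.20 ± 4.19 in *U12*Δ/Δ, 16.6 ± 18.3 in *U6atac*Δ/Δ, 10.1 ± 6.89 in *Smn*Δ/Δ and 7.39 ± 5.73 in *WT*. *Fas3* was at 4.95 ± 3.75 in *U12*Δ/Δ, 222.3 ± 298.6 in *U6atac*Δ/Δ, 66.1 ± 52.6 in *Smn*Δ/Δ and 48.96 ± 54.3 in *WT*. The 2 libraries of one strain lay as far apart as 0.216 and 41.3 (*Pcyt2* in *U12*Δ/Δ).
Against *Smn*Δ/Δ, the log2 fold change of *Pcyt2* was 0.82 in *U12*Δ/Δ (standard error 2.11, adjusted p = 0.933 from limma) and 2.76 in *U6atac*Δ/Δ (standard error 2.11, adjusted p = 0.669). That of *Zmynd10* was −1.75 in *U12*Δ/Δ (standard error 1.24, adjusted p = 0.652 from limma) and 0.26 in *U6atac*Δ/Δ (standard error 1.24, adjusted p = 0.964). That of *Fas3* was −3.39 in *U12*Δ/Δ (standard error 1.75, adjusted p = 0.518 from limma) and 0.38 in *U6atac*Δ/Δ (standard error 1.75, adjusted p = 0.962). Adjusted over these 6 tests alone, the limma p lay between 0.446 and 0.840. With the replicate number as a block, the adjusted p over all genes lay between 0.498 and 0.965. None of the 6 log2 fold changes thus had an adjusted p under 0.05. With each library left out in turn, the log2 fold change against *Smn*Δ/Δ ranged from −1.74 to 3.38 for *Pcyt2* in *U12*Δ/Δ, from −1.09 to 1.61 for *Zmynd10* in *U6atac*Δ/Δ and from −2.20 to 2.96 for *Fas3* in *U6atac*Δ/Δ, and it kept its sign in the other 3 comparisons. Over all genes, limma called 146 genes between *U12*Δ/Δ and *Smn*Δ/Δ (137 with the block) and 146 between *U6atac*Δ/Δ and *Smn*Δ/Δ (142 with the block), and none of the 3 genes was among them.
The paper leaves open whether varying levels of RNA surveillance or unknown reasons cause the lower levels that it observed in *U12*Δ/Δ and *U6atac*Δ/Δ.

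**Figure D2:**
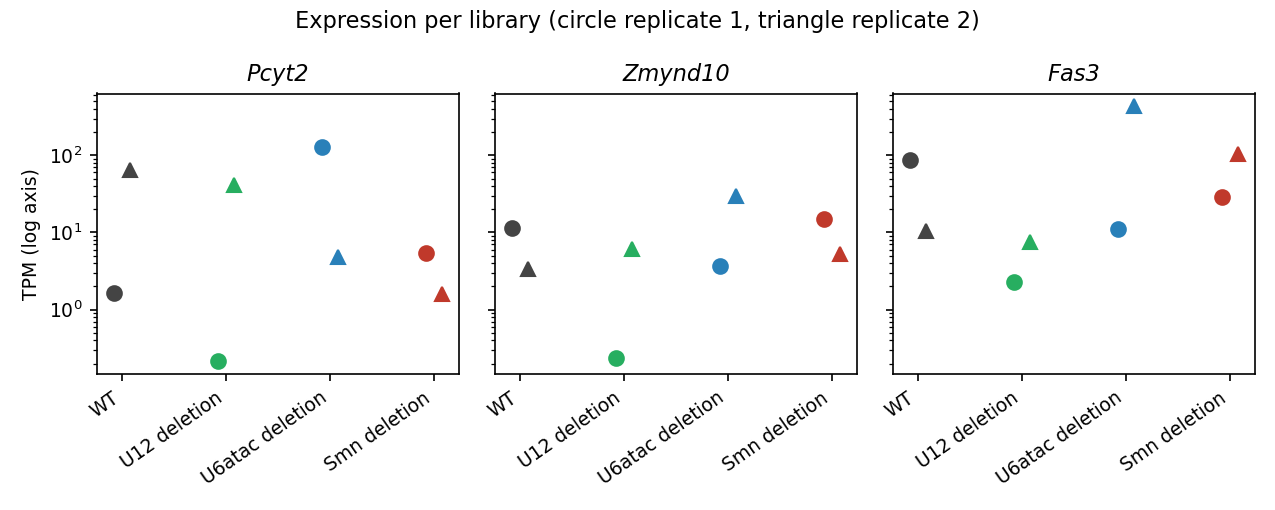
TPM of *Pcyt2*, *Zmynd10* and *Fas3* in each of the 8 libraries on a log axis, with a circle for replicate 1 and a triangle for replicate 2 of each strain. The replicates of a strain lie far apart, as for *Fas3* in the *U6atac* deletion strain at 11.1 and 433.5.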

**Fig. 4:**
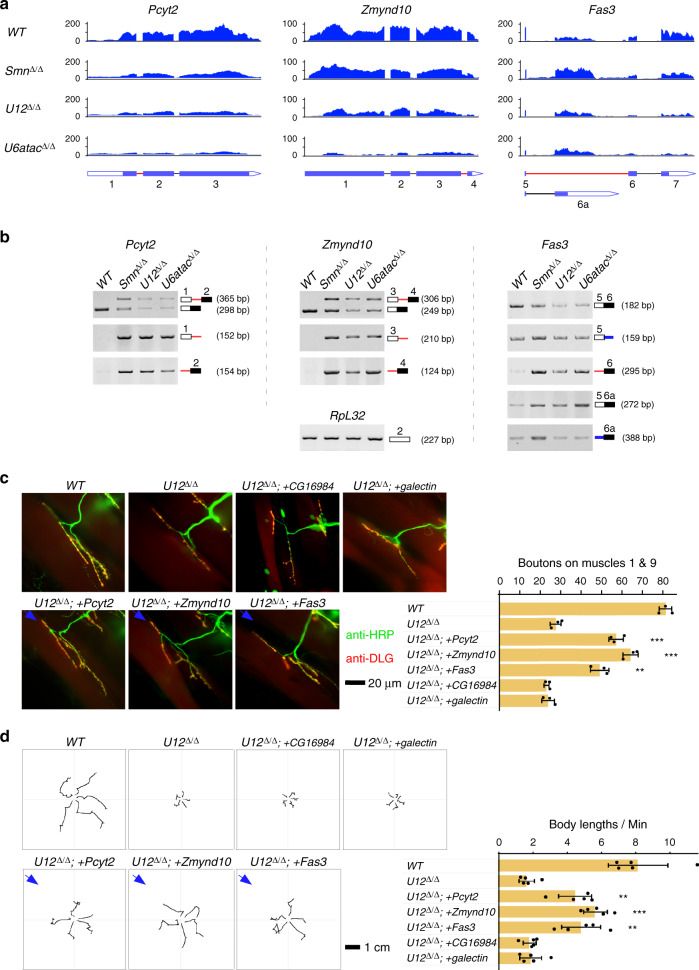
*Pcyt2*, *Zmynd10*, and *Fas3* are targets of the minor spliceosome. **a** RNA-seq signals of the three genes in the four *Drosophila* strains. minS-Is are indicated. **b** Splicing of minS-Is of the three genes are significantly inhibited in deletion strains. Multiple sets of primers for each intron are used for RT-PCR. Red lines: minS-Is; black lines: U2-type introns; blue lines: mixture of the minor and major spliceosomes recognized introns. **c** Decreased NMJ boutons are rescued by neural expression of the three genes in *U12*^*Δ/Δ*^ background (*U12*^Δ/Δ;^ + *Pcyt2*: *p* = 0.00059; *U12*^Δ/Δ;^ + *Zmynd10*: *p* = 0.00028; *U12*^Δ/Δ;^ + *Fas3*: *p* = 0.00428). **d** Impaired larval locomotion caused by *U12*^Δ/Δ^ are improved by neural expression of the three genes (*U12*^Δ/Δ;^ + *Pcyt2*: *p* = 0.0023; *U12*^Δ/Δ;^ + *Zmynd10*: *p* = 2.9e−5; *U12*^Δ/Δ;^ + *Fas3*: *p* = 0.00324). Data represent the mean ± SD from five representatives of each strain. **p < 0.01, ***p < 0.001. *p* values were calculated using two-sided *t*-test. Source data are provided as a Source Data file.

We then asked whether these genes could rescue SMA-associated phenotypes caused by *U12*^*Δ/Δ*^. Neural-specific expression of *Pcyt2-*, *Zmynd10-*, and *Fas3-*CDSs clearly rescued the defective neuromuscular connections and impaired locomotion in *U12*^Δ/Δ^ background, exhibiting increased NMJ boutons (Fig. 4c) and longer paths of larvae movement (Fig. 4d), whereas two controls, *CG16984* and *galectin*, did not. Taken together, these data demonstrate that *Pcyt2*, *Zmynd10*, and *Fas3* are effectors of SMA-associated phenotypes caused by both *Smn* mutant and defective minor spliceosomes.

### minS-Is are in general associated with minor-spliceosomal components

To understand why splicing of the minS-Is and minS-SSs are inhibited in the deletion strains, we first analyzed potential base-pairs between sequences of the 5′SSs (−5 to +20) and the 5′-end of U11 snRNA (+1 to +20), and measured duplex stabilities using *RNAduplex*^52^. All 5′SSs of known *Drosophila* U12-type introns could form stable duplexes with low free energies with *Drosophila* U11 (Dm-U11) (Fig. 5a and Supplementary Data 3), consistent with their prediction based on the consensus sequence. 

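The free energies were computed again with RNAduplex 2.7.2 from the sequences in Supplementary Data 3, with 25 nt around each 5′SS (5 exonic and 20 intronic) and the first 20 nt of U11. For all 15 U12-type introns and both U11 snRNAs, the result equalled the value that the paper lists. With Dm-U11 the free energy was −11.28 ± 2.74 kcal/mol (mean ± SD, n = 15 introns), from −17.2 to −7.6. The highest value was that of the 152-bp intron of *CG11839* (FBgn0039271) on chromosome 3R from 25070051 to 25070202, whose 5′SS region is GCAAAAUAUCCUUUACAAAAGCAAA. With Hs-U11 it was −7.28 ± 1.87 kcal/mol, and it was lower with Dm-U11 for 15 of 15 introns. A free energy has no replicate, and the SD describes the spread between introns.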

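For the 48 new minS-Is, the free energy of the duplex between the 5′SS and Dm-U11 was −9.63 ± 3.55 kcal/mol (mean ± SD, n = 48 introns), from −16.9 to −1.3. Each value equalled the one that the paper lists. The 5′SSs of 35 of the 48 introns (72.9%, Wilson 95% interval from 59.0% to 83.4%) lay at or below −7.6, the highest free energy of a U12-type intron. With human U11 snRNA, the mean was −7.36 ± 2.40 kcal/mol, and 17 of the 48 (35.4%, Wilson 95% interval from 23.4% to 49.6%) lay at or below that value. The free energy was lower with Dm-U11 than with human U11 for 38 of the 48 introns (two-sided sign-flip permutation test, p = 3e-05, chosen after the values were seen). With the median of the U12-type introns, −11.4, as the cut-off, 17 of the 48 (35.4%) lay at or below it with Dm-U11, and with 20 nt of the 5′SS region in place of 25 nt, 32 of the 48 (66.7%) lay at or below −7.6. Over all 63 minS-Is, 50 (79.4%) did so with 25 nt. The sequences of the single minS-SSs were not analysed here. Among the introns of genes in the rescue screen, *Pcyt2* intron 1 had −8.4 with Dm-U11 and −6.0 with human U11, and *Zmynd10* intron 3 had −11.3 and −6.7.

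**Figure D3:**
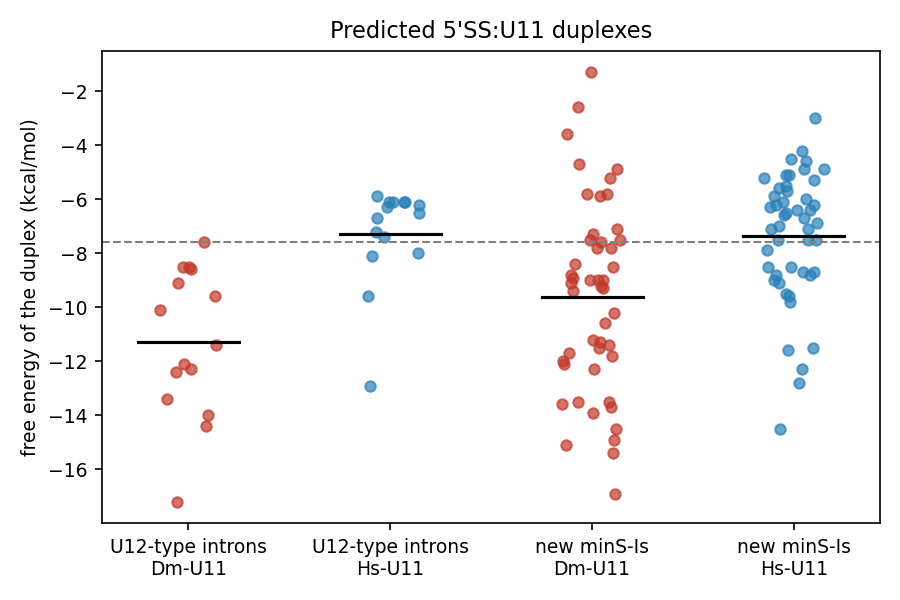
Free energy (kcal/mol) of the predicted duplex between U11 snRNA and the 5′SS of each of the 15 U12-type introns and 48 new minS-Is, with *Drosophila* U11 in red and human U11 in blue. Black lines are means, the dashed line is the highest value of a U12-type intron with Dm-U11, −7.6, and 35 of the 48 new minS-Is lie at or below it with Dm-U11.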

Using the highest free energy of RNA duplex formed by U12-type *CG11839-*intron 1 (Δ*G* = −7.6) as a cut-off, we found that more than 70% of 5′SSs from the minS-Is and minS-SSs could form stable duplexes with the Dm-U11 snRNA, but these same 5′SSs would pair significantly less stably with human U11 snRNA (Hs-U11) (Fig. 5a and Supplementary Data 3). The stabilities of many duplexes are even higher than those containing known U12-type introns (Supplementary Fig. 7a), implying that most of the new minS-Is could be recognized by the minor spliceosome through 5′SS-U11 interaction in *Drosophila*.

**Fig. 5:**
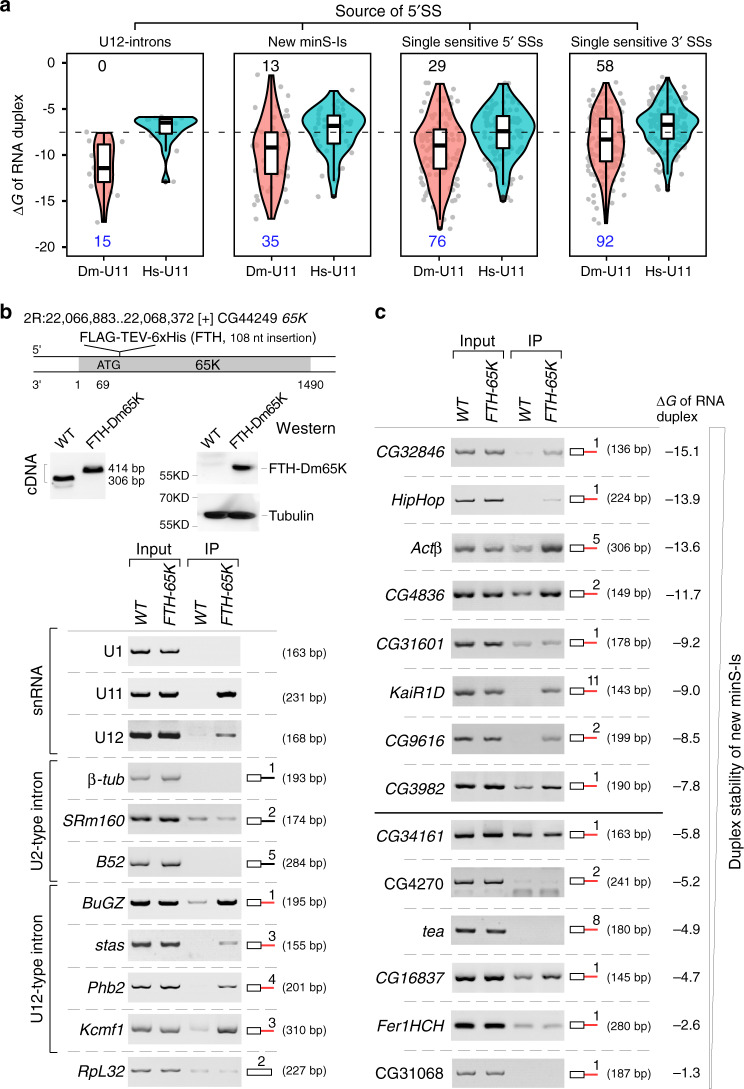
Association of new minS-Is with minor-spliceosomal components. **a** Predicted stability of RNA duplexes formed by the 5′SS of minS-Is and U11 snRNA. Potential base-pairs and free energy are calculated by *RNAduplex*; both *Drosophila* and human U11 snRNAs are used for duplex analyses. *n* = 15 (U12 intron); *n* = 48 (new minS-Is); *n* = 105 (single sensitive 5′SSs); *n* = 150 (single sensitive 3′SSs). **b** Dm65K is a specific component of the minor spliceosome. The *FTH-Dm65K* strain constructed using the CRISPR/Cas9 system is validated by PCR, sequencing, and western blot (upper). FTH-Dm65K enriches minor snRNAs and U12-type introns, but not major snRNA or U2-type introns (lower). Co-purifications were performed using lysate from the WT and *FTH-Dm65K Drosophila* strains. **c** Association of new minS-Is with Dm65K. FTH-Dm65K enriches pre-mRNA of most new minS-Is that contain 5′SS predicted to form a stable duplex with U11 snRNA. minS-Is (red line) and free energy (Δ*G*) are indicated. In (**a**) boxplots, the middle line show data median, the lower and upper hinges correspond to the 25th and 75th percentiles, the upper whisker extends from the hinge to the largest value no further than 1.5  × IQR from the hinge (where IQR is the interquartile range) and the lower whisker extends from the hinge to the smallest value at most 1.5 × IQR of the hinge. Source data are provided as a Source Data file.

This computational prediction prompted us to examine associations of the new minS-Is with the minor spliceosome in vivo. In human U11/U12 di-snRNP, seven minor-spliceosomal-specific proteins were identified^12,13^. However, only two have described homologs in *Drosophila* (Dm65K and Dm20K)^42^. We first transfected a Flag-Dm65K plasmid into *Drosophila* S2 cells and found that Flag-Dm65K specifically co-purified U11 and U12 snRNAs, but not U1 or U2 snRNA (Supplementary Fig. 7b). In the other direction, Flag-Dm65K was efficiently pulled down by anti-SmD2 antibody and by an anti-sense oligo to U11 snRNA (Supplementary Fig. 7c), validating that Dm65K is a component of the *Drosophila* U11/U12 di-snRNP. Second, we constructed a CRISPR/Cas9-mediated “knock-in” fly strain, in which an FTH-tag was inserted into the endogenous N-terminus of Dm65K (Fig. 5b upper). As in S2 cells, FTH-Dm65K enriched U11 and U12 snRNAs, as well as U12-type but not U2-type introns (Fig. 5b lower). Furthermore, 7 out of 8 of tested minS-Is predicted to form stable duplexes with U11 were enriched by FTH-Dm65K, whereas 5 out of 6 of those predicted to not form stable duplexes were not enriched (Fig. 5c), suggesting that most of the newly identified minS-Is are substrates of the minor spliceosome, whereas others might be affected indirectly.

### Alternative selection by the major and minor spliceosomes

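Taking the 63 paired introns from the paper's sensitive SSs leaves 105 single 5′SSs and 112 single 3′SSs. Of all sensitive SSs, 86 5′SSs and 83 3′SSs are also in the list for *Smn*Δ/Δ, and 82 and 92 are not. The 176 expressed genes that host a single sensitive SS and no minS-I had a median log2 fold change against *WT* of −0.89 in *U12*Δ/Δ (adjusted p = 0.0449 from limma's camera, 139 of 176 genes below 0), −0.90 in *U6atac*Δ/Δ (adjusted p = 0.0466, 128 below 0) and −0.41 in *Smn*Δ/Δ (adjusted p = 0.127, 110 below 0). Among all genes tested, 33.8%, 34.5% and 45.2% were above 0, against 21.0%, 27.3% and 37.5% of these. After median-ratio scaling, 61, 62 and 70 of the 176 genes were above 0. With the replicate number as a block, the adjusted p was 0.0409, 0.0409 and 0.125. The first 2 values lay above 0.05 with only genes of a mean TPM of at least 5 (0.0822 and 0.0835 from limma's camera) and after median-ratio scaling (0.0577 in both), and also with the inter-gene correlation estimated from the data. Of the 176 genes, 0 in *U12*Δ/Δ, 0 in *U6atac*Δ/Δ and 1 in *Smn*Δ/Δ had an adjusted p under 0.05 by limma on its own, and 20, 24 and 24 had an unadjusted p under 0.05.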

Including the 3′SS of *Fas3*-intron 5, in total 217 single minS-SSs, either 5′SS or 3′SS of an intron, were identified in the *Drosophila* genome (Fig. 2c). To understand why only a single SS instead of the SS pair is sensitive to the defective minor spliceosomes, we searched transcriptome-wide AS events and found that a large subset of single minS-SSs, 39.0% of the 5′SSs and 32.1% of the 3′SSs, was involved in AS, while the paired minS-SSs from the U12-type introns and newly identified minS-Is were much less likely to be involved in AS (Fig. 6a). For those AS events, there are two possibilities for SS selections: one uses the single minS-SS with the common SS, the other uses the alternative SS(s) with the common SS (Fig. 6b upper). Further analyses of AS changes revealed that splicing of most introns that use the alternative SS with the common SS were increased in the *U12*^Δ/Δ^ and *U6atac*^Δ/Δ^ strains compared to those in the *WT* and *Smn*^Δ/Δ^ strains; in contrast, splicing of introns that use the single minS-SS with the common SS were inhibited in the minor-snRNA deletion strains (Fig. 6b). This pattern was validated by multiple sets of RT-PCRs of tested genes (Fig. 6c and Supplementary Fig. 7d). For example, the 5′SS of *Taf4*-intron 3 was identified as a minS-SS, splicing of intron using this minS-SS with the common 3′SS was totally inhibited in the minor-snRNA deletion strains, while splicing of intron using its alternative 5′SS with the common 3′SS was increased, showing a competition between the two mRNA isoforms (Fig. 6c left). Co-immunoprecipitation (Co-IP) using the *FTH-Dm65K* strain showed that pre-mRNAs, but not mRNAs, of these genes, could be enriched by Dm65K Co-IP (Fig. 6d and Supplementary Fig. 7e), demonstrating that those introns, comprising the single minS-SS and common SS, can be recognized by the minor spliceosome. In contrast, those introns, comprising the alternative SS and common SS, are recognized by the major spliceosome, suggested by their increased splicing in the two minor spliceosome disrupted strains. Thus, these results reveal that many common SSs related to the identified single minS-SSs could be recognized by both the major and minor spliceosomes, and alternative selection occurs when the function of the minor spliceosome is disrupted.

**Fig. 6:**
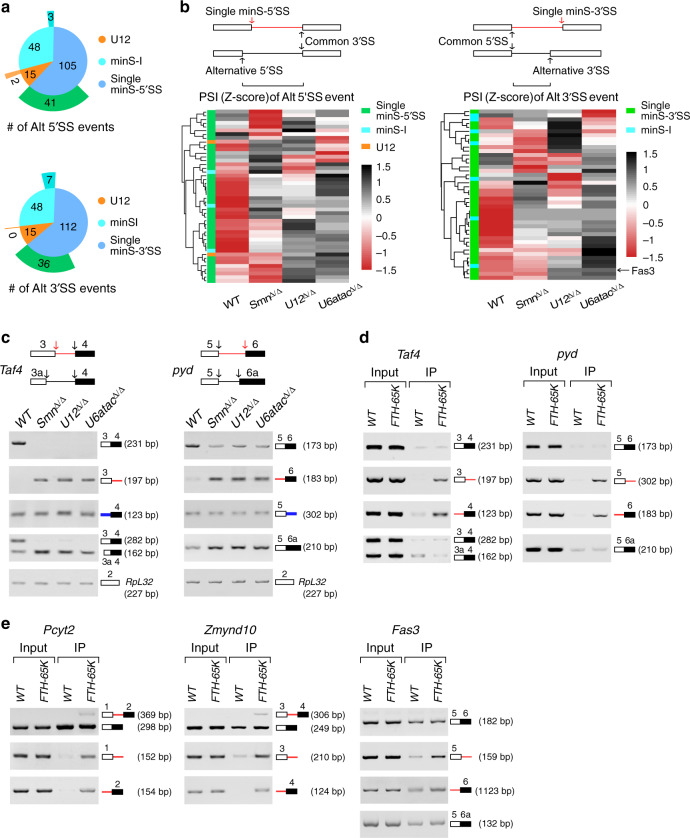
Alternative selection by the major and minor spliceosomes. **a** Alternative splicing events that are involved with minor spliceosome sensitive SSs. Upper, alternative 5′SS events identified from three categories of minS-5′SSs; lower, alternative 3′SS events identified from three categories of minS-3′SSs. **b** Upper, schematics of splice sites in the minS-SS-involved AS events. Lower, splicing of introns using the alternative SSs and common SSs were increased in the minor-snRNA deletion strains. **c** Common SSs can be recognized by both the major and minor spliceosomes. Five sets of primers were used to amplify various pre-mRNAs and mRNAs. **d** Pre-mRNAs but not mRNAs of the minor spliceosome-sensitive genes are enriched by minor-specific Dm65K. **e** Pre-mRNAs of the genetically identified three genes that rescue SMA-associated phenotypes are enriched by Dm65K. *FTH-Dm65K* and the *WT* strains were used. Red arrows and lines: minS-SSs and minS-Is; black arrows and lines: the major spliceosome recognized SSs and introns; blue lines: mixture of the minor and major spliceosomes recognized introns. Source data are provided as a Source Data file.

In addition, pre-mRNAs of the genes identified above, *Pcyt2*, *Zmynd10*, and *Fas3*, were also enriched by FTH-Dm65K Co-IP (Fig. 6e). We conclude that these three minS intron-containing neural genes are downstream targets of SMN and the minor spliceosome, and are major effectors of the SMA-associated phenotypes (Fig. 7 left).

**Fig. 7:**
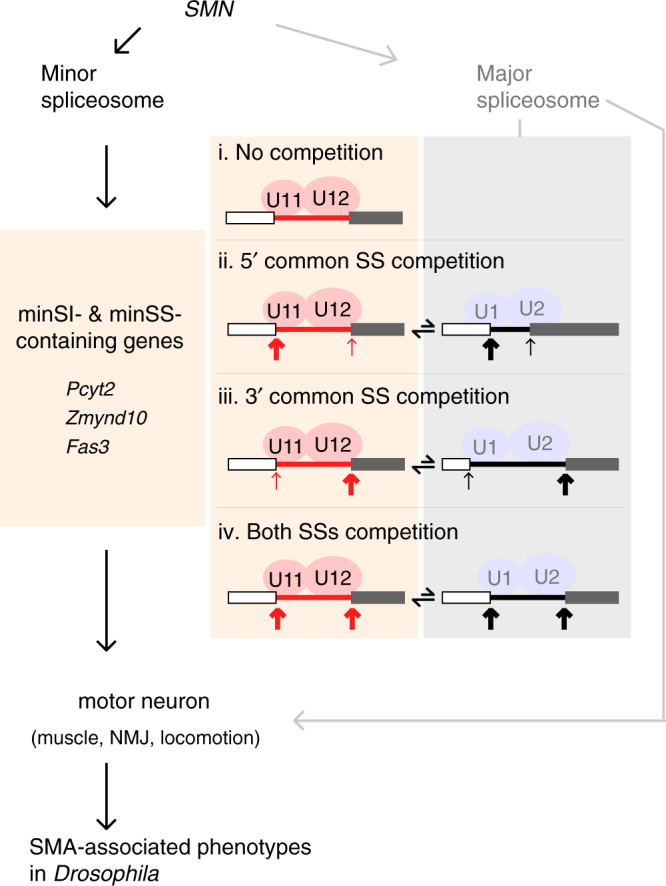
Schematic of defective minor spliceosome induced SMA-associated phenotypes and competition model of minor intron recognition. *SMN* is the upstream gene of SMA; a defective minor spliceosome results in inhibited splicing of minS-I- and minS-SS-containing neural genes, and directly induces SMA-associated phenotypes. Splicing recognition of U12-type or minor sensitive introns (minS-I) are proposed as: (i) only by the minor spliceosome; (ii & iii) 5′SS or 3′SS is competitively recognized by the minor and major spliceosomes; (iv) both SSs are competitively recognized by the two spliceosomes.

## Discussion

*SMN* is the upstream gene associated with SMA, mutations/deletions of *SMN* trigger chaos of downstream genes’ expression and splicing, leading to degenerated motor neurons. In this study, we provide several lines of evidence to support that disruption of the minor spliceosome directly induces SMA in *Drosophila*: (1) deletion of minor spliceosome-specific snRNAs results in defective function of motor neurons and reveals many minS-Is and minS-SSs by a newly developed bioinformatic approach; (2) splicing of numerous neuron-related genes are inhibited in the *U12*^Δ/Δ^ and *U6atac*^Δ/Δ^ flies; (3) among them, three minS intron-containing genes can rescue SMA-associated phenotypes in both *Smn*-deleted and minor snRNA-deleted flies (Fig. 7). In addition, AS analyses in minor-snRNA deletion strains reveal competition recognition by the minor and major spliceosomes.

### Defective minor spliceosomes cause developmental defects and suffice to induce SMA-associated phenotypes

Both the *U12*^Δ/Δ^ and *U6atac*^Δ/Δ^ strains that were generated by CRISPR/Cas9 tools are lethal at their pupa stages; this is later than in a previous report of P element-mediated disruptions of the U12 and U6atac genes, which caused lethality during embryonic and the third instar larval stages, respectively^7^. In the beginning of this study, we observed that two of our deletion strains were lethal at the pre-pupal stage, but showed a stable lethal phenotype at the pupation stage when the deletion strains were constructed after crossing with the isogenic *WT* strain for 10 generations.

At the larvae stage, these two deletion strains exhibited strong motor neuron-related defects, fewer NMJ and impaired larva locomotion, similar to the *Smn* mutation/deletion flies (Fig. 1). SMN is critical for the assembly of both the major and minor snRNPs^29^, therefore, mutations/deletions of the *SMN* gene affects both major and minor splicing^31,33^. The similarity of SMA-associated phenotypes between the *Smn* mutants and the minor-snRNA null mutants strongly suggest that these phenotypes caused by the *Smn* mutations could be due to defective splicing of minor-spliceosomal introns and their downstream genes.

### Competition between the minor and major spliceosomes

Most currently known U12-type introns are predicted based on consensus sequences from dozen human U12-type introns, therefore, introns that are recognized by the minor spliceosome would be underestimated without transcriptome-wide investigation, especially in other species. Splicing changes are normally analyzed by software *rMATs* or *MISO*^53^, which mostly rely on the calculation of changes of the exon-exon junction reads that define introns by paired 5′SS and 3′SS. However, the pairs of SSs are variable in AS events, resulting in difficulties to distinguish whether an affected intron (or exon) is due to the defective minor spliceosome or not. In this study, we performed RNA-seq and analyzed transcriptome data using a new approach, in which an “Unused Index” for each SS in the *Drosophila* genome was introduced. This new method avoids interference from routine analyses of AS events and identified 48 new minS-Is and 217 single minS-SSs as well as known U12-type introns. Although the new minS-Is don’t share the conserved consensus sequences with U12-type introns (Supplementary Fig. 7f), most of their 5′SSs are predicted to form a stable duplex with the 5′-end of U11 snRNA and were enriched in co-IP by the minor-spliceosomal component Dm65K (Fig. 5).

Suggested by total inhibition of splicing in the minor-snRNA deletion strains, many U12-type introns and newly identified minS-Is are recognized specifically by the minor spliceosome only (i in Fig. 7). Interestingly, AS changes of the single minS-SSs-involved events reveal that their common SSs can be recognized by both the major and minor spliceosomes, suggesting a competition mechanism for splicing regulation of minor sensitive introns, through either the 5′ common SS competition or the 3′ common SS competition (ii and iii in Fig. 7). In the *WT* strain, the common SSs favor recognition by the minor spliceosome, and result in productive splicing of introns with minS-SSs. However, in the minor spliceosome disrupted strains, the common SSs are recognized by the major spliceosome, and result in productive splicing of introns with alternative SSs (Fig. 6c and Supplementary Fig. 7d). In addition, we observed that several classical U12-type introns, such as those in *Ca-α1D*, *Phb2*, *BuGZ*, and *Kcmf1-a* genes, were partly spliced in the minor spliceosome disrupted strains (Fig. 1d), indicating that both of their two SSs might be recognized by the major spliceosome when the minor spliceosome is disrupted (iv in Fig. 7). We conclude that splicing of many minor sensitive-introns are regulated in a competition mode between the minor and major spliceosomes.

We also analyzed a published transcriptome dataset of human neuron-related SH-SY5Y cells, in which expression of *SMN1* was knocked down through RNAi^33^, and found that stabilities of the 5′SS-U11 RNA duplexes formed by 5′SSs from the 6,176 retained introns are statistically more stable than those from the non-retained introns (Supplementary Fig. 8a), implying that the human system may also have minS-Is and minS-SSs analogous to those we found in *Drosophila*.

### Downstream effectors of SMA

In *Drosophila*, we identified *Pcyt2*, *Zmynd10*, and *Fas3* as downstream targets of *Smn* and demonstrated that their add-back suppressed the SMA-associated phenotypes. Their human homologs are *PCYT1A*, *ZMYND10*, and *Cadm4*, respectively. Mutations of these three genes have been reported with motor neuron-related diseases, such as spondylometaphyseal dysplasia with cone-rod dystrophy caused by mutations in human *PCYT1A* gene^54,55^, primary ciliary dyskinesia-22 caused by mutations in human *ZMYND10* gene^56^. Mice with deletion of *Cadm4* develop focal hypermyelination resulting in abnormal axon-glial contact and redistribution of ion channels along the axon^57^. Taken together, these three genes are critical in the development of motor neurons in Drosophila, mouse and human, as well as harboring a minor-spliceosome-sensitive intron.

In addition, human *Pcyt2* is another homolog of *Drosophila Pcyt2* and contains a U12DB-listed U12-type intron^58^. Data analyses from the *SMN1* knocked-down SH-SY5Y cells showed that each of the above four human genes has a retained intron (Supplementary Fig. 8b), suggesting that *Pcyt2*, *Zmynd10*, and *Fas3*, are conserved across species as affected downstream targets of *Smn* mutants and effectors of SMA. We notice that the SMA models and phenotypes in *Drosophila* are different from in human disease. The majority of infants with infantile-onset SMA are viable; however, *Smn*, *U12,* and *U6atac* mutant flies are lethal at the larval or pupal stage. This is most likely due to the large scale reconstruction of organisms during insect metamorphosis, which are non-neural related.

Recently, two therapeutic methods have been approved for SMA patients by the FDA. The first is Spinraza, a medicine designed based on antisense oligos that enhance splicing inclusion of exon 7 in the *SMN2* gene to generate sufficient SMN protein to compensate for mutation of the *SMN1* gene^59,60^. The second is Zolgensma, a replacement therapy for the mutated *SMN1* gene^61^. Our new method and identified minS intron-containing genes presented in this study would be helpful for future diagnosis and gene therapy of SMA.

## Methods

### Fly strains and culture

The wildtype used in this study is a *w*^*1118*^ isogenic strain (BDSC 5905). Strains *Df(2L)ED629*, *Df(3L)BSC561* and *smn*^*f05960*^ were all obtained from BDSC^39,62,63^. Deletion strains were constructed using CRISPR/Cas9 system^64^. In brief, target sequences of two guide RNAs (sgRNA) were selected, and each pair of gRNA plasmids were co-injected into embryos of the transgenic line nanos-Cas9 by UniHuaii Technology Company. Primers located outside the deletion regions were used for genomic PCRs to screen for the desired alleles, which were further validated by sequencing. The flies obtained were then crossed for at least five generations with the wildtype strain to eliminate potential off-target events and they were finally balanced over *CyO* or *TM3* with GFP in order to distinguish the homozygotes during larva stages. The *FTH-Dm65K* strain was constructed using “knock-in” strategy similar to the deletion strains with co-injection of an additional donor plasmid (pMD18-T) with FTH-insertion and the adjacent 3 kb sequences as homologous arms.

*da-Gal4* and *elav*^*C155*^-*Gal4* strains were used as ubiquitous and neuron-specific drivers, respectively^65,66^. *UAS-Smn*^*shRNA*^ (TH02847.N) was from Tsinghua Fly Center; *UAS-sgg* (no. 5435) and *UAS-rut* (no. 9405) were from the Bloomington Drosophila Stock Center. CDSs of candidate genes were cloned into pBID-UASC^67^ and integrated at the attP40 site on chromosome 2L using phiC31 System^68^. All constructed strains were confirmed by PCR and sequencing.

For rescue, *UAS-gene(CDS); Smn*^*Δ*^*/Tm3, Ser, GFP* males were crossed with female virgins of *elav*^*C155*^-*Gal4*; *Smn*^*Δ*^*/Tm3, Ser, GFP*. They were cultured in egg-laying cages with change of the sucrose agar-coated yeast paste every 12 h. The embryos were cultured on the plates supplied with yeast paste at 25 °C^38^. After 3 and 5 days post egg-laying, the heterozygotes with “green balancers” were picked out twice and discarded in order to reduce the competition between larvae. After 6 days post egg-laying, the homozygous *Smn*^Δ/Δ^ larvae lacking “green balancers” were collected for the subsequent assays. Due to the weakness of the homozygous *Smn*^*Δ/Δ*^ larvae, here we carefully cultured all the larvae from the rescue crosses on agar plates instead of in typical vials to increase their chance of survival, and same for *WT* controls. The same strategy was used for rescue in the *U12*^Δ/ Δ^ background. All the other crosses were performed under standard conditions.

### Plasmid and cell culture

The CDS sequence of Dm65K was cloned into the modified pMT/V5-His B vector (Invitrogen) with hygromycin B and P copia promoter as described^69^. The construct was then transfected into *Drosophila* S2 cells by Effectene transfection reagent (Qiagen) and induced by 0.5 mM CuSO_4_ at 12 h after transfection. Cells were collected 24 h later for isolation of RNA and proteins.

### RNA-seq and RT-PCR

Total RNAs from larvae or S2 cells were isolated by TRIzol (Ambion) and treated with RNase-free DNase I (Invitrogen). Total RNAs from L3 wandering stage larvae of deletion and WT strains were subjected to paired-end mRNA sequencing by Illumina Hi-Seq 2000. For RT-PCR, cDNAs were reverse transcribed using RevertAid Reverse Transcriptase (Thermo) and amplified by Ex-Taq (TaKaRa).

### Western and northern blotting

Western blot signals of FLAG, tubulin, and SmD2 were detected using Monoclonal anti-FLAG M2-Peroxidase antibody (Sigma), mAb DM1A (Sigma) and anti-SNRPD2 antibody (Abcam), respectively. Northern analyses were performed by transferring RNAs from 8 M Urea-PAGE gel to Hybond-N membrane (Amersham) and probed by ^32^P-labeled antisense DNA oligonucleotides that are listed in Supplementary Data 5.

### NMJ and muscle size

Third-instar larvae at the wandering stage were dissected and stained as previously described^70^. Neurons were labeled and visualized by Alexa Fluor 488 conjugated goat anti-HRP IgG (Jackson Immuno Research) as described^71^, postsynaptic and presynaptic membrane were labeled by mouse anti Discs-Large antibody^72^ and visualized by Alexa Fluor 647 conjugated Rabbit Anti-Mouse IgG (Jackson Immuno Research). Types Ib and Is boutons at muscles 1 and 9 regions in abdominal segment A3 were identified as described^71,73^ and counted using a 60x oil objective on a Zeiss Axio Imager. Muscle 6 in abdominal segment A3 was visualized by its spontaneous fluorescence at 597 nm using a ×20 objective, muscle size was calculated by Photoshop CC (Adobe).

### Larva locomotion

Third-instar larvae at the wandering stage were individually placed on a 6-cm sucrose agar plate and their movement was recorded for 60 s by a digital camera at speed of 30 fps. To track the larvae path, a pencil tool with 3-pixels width was used for extracted and merged frames (1 out of 4) from video files by Photoshop (Adobe). The length of path was then calculated from the grayscale of pencil layer by imageJ (NIH), and normalized by the corresponding larva length, which is equal to the perimeter of half larva body based on the wrmTrck program (http://www.phage.dk/plugins/wrmtrck.html). For each strain, the five best performance larvae from eight tested were selected for data analyses.

### Hatching and survival rates

Parental strains were cultured in egg-laying cages with the sucrose agar-coated yeast paste for 2 h, and then the eggs were picked out and arranged on the agar plate 10 × 10 with keeping dosage appendix upward. After 36 h culture under 25 °C, hatched embryos were counted using a fluorescence microscope. For the investigation of survival rates, L1 larvae were cultured on a plate with no more than 20 individuals at 25 °C, and the survived Drosophila were counted every day.

### Co-immunoprecipitation

One gram of fly adults was ground with Buffer A (20 mM Hepes-KOH pH 7.9, 10 mM KCl, 1.5 mM MgCl_2_, 1% Triton X-100, 0.5% NP-40, 0.5 mM DTT, 1× cocktail protease inhibitor (Thermo), 0.5 U/μl recombinant RNA inhibitor (TAKARA) and 0.5 mM PMSF) in liquid nitrogen, and then homogenized in a Dounce homogenizer (Kimble). Cell pellets were then resuspended in Buffer B (600 mM KCl) and homogenized. Supernatants from the above two-steps were combined and KCl was adjusted to 100 mM before applying to ANTI-FLAG M2 Affinity Agarose Gel (Sigma). Co-purified proteins and RNA were further analyzed by western blotting and RT-PCR. Nuclear extract of S2 cells was prepared as described^74^ and applied to MBP-MS2-U11 ASO coated amylose resin (NEB) in Binding buffer (20 mM Hepes-KOH pH 7.9, 150 mM KCl, 0.2 mM sodium ortho-vanadate, 0.2 mM PMSF, 50 mM NaF, 2.5 mM MgCl_2_, 1× protease inhibitor (EDTA free), 0.25 U/μl recombinant RNase Inhibitor, 1% Triton X-100, 0.5% NP-40, 1.5 mM ATP and 5 mM creatine phosphate.

### Splicing analyses

Raw reads from RNA-seq were quality filtered and trimmed, and then mapped to the *Drosophila melanogaster* genome (dm6) by *TopHat*; changes of AS were analyzed by *rMATS*^75^.

To identify sensitive SSs in the mutant fly strains, we developed a bioinformatic tool to measure the Unused Index of each SS. First, all exon boundaries and SSs were collected according to the Flybase annotations and the newly identified SSs that were supported by >20 exon-exon junction reads in our deep sequencings. Second, as shown in Fig.2a, the unusage of each SS (SSun) was scored by the ratio of exonic boundary reads to intronic boundary reads. For example, the 5′SSun was scored by b1/a1, in which a1 is the number of all reads covering the last 40-nt of the upstream exon, and b1 is the number of all reads covering the first 40-nt of the intron. Likewise, the 3′SSun was scored by b2/a2. Third, comparison of each SSun between the mutant and WT strains were then performed through the measurement of Unused Index that was the product of the ratio (*R*) and difference (*D*) of SSun, $$\frac{{kSS_{{\it{\mathrm{un}}}_{{\it{\mathrm{mutant}}}}}}}{{SS_{\mathrm{un}_{\mathrm{wt}}}}} \times (kSS_{{\it{\mathrm{un}}}_{{\it{\mathrm{mutant}}}}} - SS_{\mathrm{un}_{\mathrm{wt}}})$$, *k* is the reads normalization between two strains. Rather than using a single *R* or *D* value, the product of *R* and *D* was used to reduce the potential inaccuracy of *R* generated from small values of SSun and *D* generated from large values of SSun. Finally, the top 2% SSs with high ranking of Unused Indexes (around 2.5–30.0) from each mutant strain were selected for further analyses (Fig. 2b).

To detect changes of the single minS-SS-related AS, *PSI* of its alternative SS involved splicing event was calculated by formula *J*_alternative_/(*J*_alternative_ + *J*_sensitive_) in each sample, and was then normalized by Z-score.

### Free energy analysis

Sequences of 25 nts (positions from −5 to +20) at the 5′SS regions and 20 nts (position from 1 to 20) of the U11 snRNA were selected for measuring stabilities (free energies) of the 5′SS:U11 RNA duplexes using *RNAduplex* (version 2.4.3)^52,76^. As the identified single minS-3′SSs, sequences of their corresponding 5′SSs were selected based on junction reads in our RNA-seq.

### Reporting summary

Further information on research design is available in the Nature Research Reporting Summary linked to this article.

## Supplementary information

Supplementary Information

Description of Additional Supplementary Files

Supplementary Data 1

Supplementary Data 2

Supplementary Data 3

Supplementary Data 4

Supplementary Data 5

Reporting Summary

## Data Availability

Next-generation sequencing has been submitted to the Gene Expression Omnibus (accession number GSE138183). Source data are provided with this paper.

## Source data

Source Data

# Supplementary material for: Defective minor spliceosomes induce SMA-associated phenotypes through sensitive intron-containing neural genes in Drosophila
**Source:** Nat Commun. 2020 Nov 5;11:5608. doi: 10.1038/s41467-020-19451-z
**Supplement:** Supplementary file 1 — Supplementary Information

## **Supplementary information**

Includes eight supplementary figures.

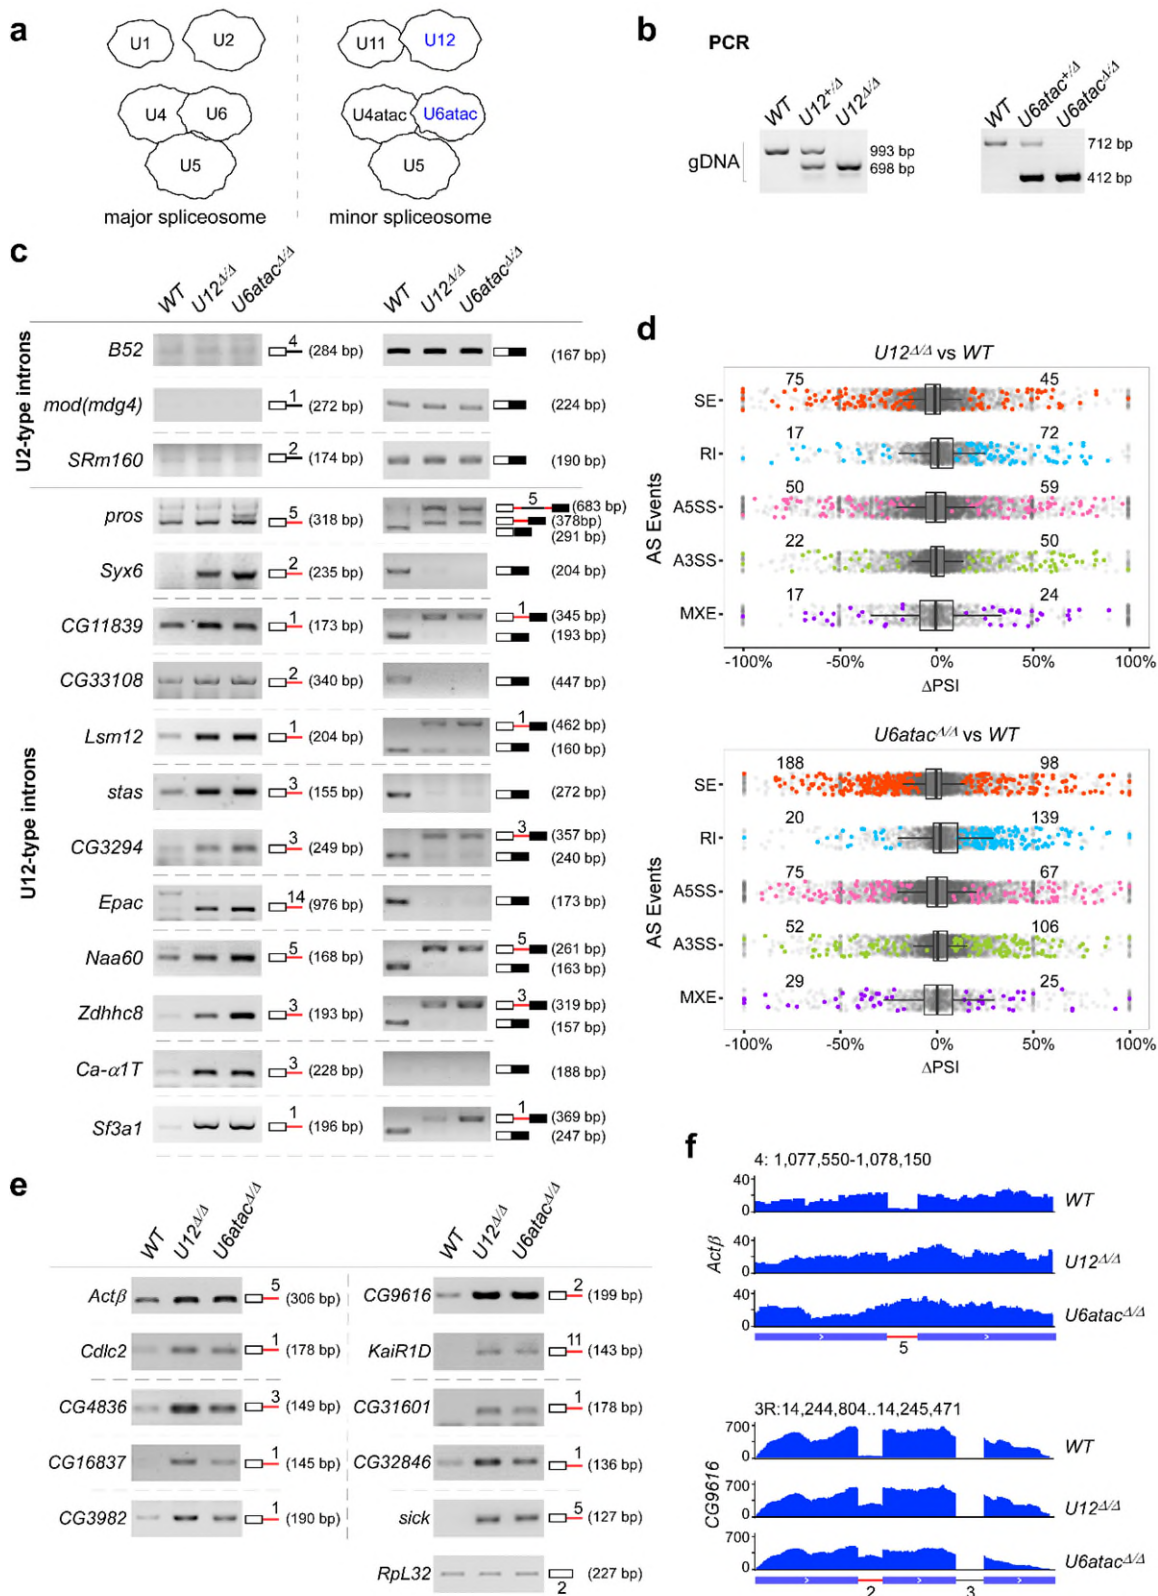

**Supplementary Fig. 1: U12-type Introns are retained in the *U12*<sup>Δ/Δ</sup> and *U6atac*<sup>Δ/Δ</sup> strains.**

**a**, Diagram of snRNAs in the major and minor spliceosomes. **b**, Validation of the deletion strains by amplification of genomic DNAs. Both heterozygotes and homozygotes are tested. **c**, Splicing of all known U12-type introns are inhibited in the two deletion strains. Red lines: U12-type introns; black

lines: U2-type introns. Amplification of *RpL32*-exon 2 was used as loading control. **d**, Transcriptome-wide analyses of alternative splicing changes by rMATs. Five types of AS events are indicated. n=6329 (SE); n=2221 (RI); n=7318 (A5SS); n=5694 (A3SS) and n=1419 (MXE). **e**, RT-PCR validation of the newly identified minS-Is that are retained in both deletion strains. **f**, Examples of new minSIs with distribution of RNA-seq reads in *Drosophila* strains. minS-Is are indicated in red. In **d** boxplots, the middle line show data median, the lower and upper hinges correspond to the 25th and 75th percentiles, the upper whisker extends from the hinge to the largest value no further than  $1.5 \times \text{IQR}$  from the hinge (where IQR is the interquartile range) and the lower whisker extends from the hinge to the smallest value at most  $1.5 \times \text{IQR}$  of the hinge. Source data are provided as a Source Data file.

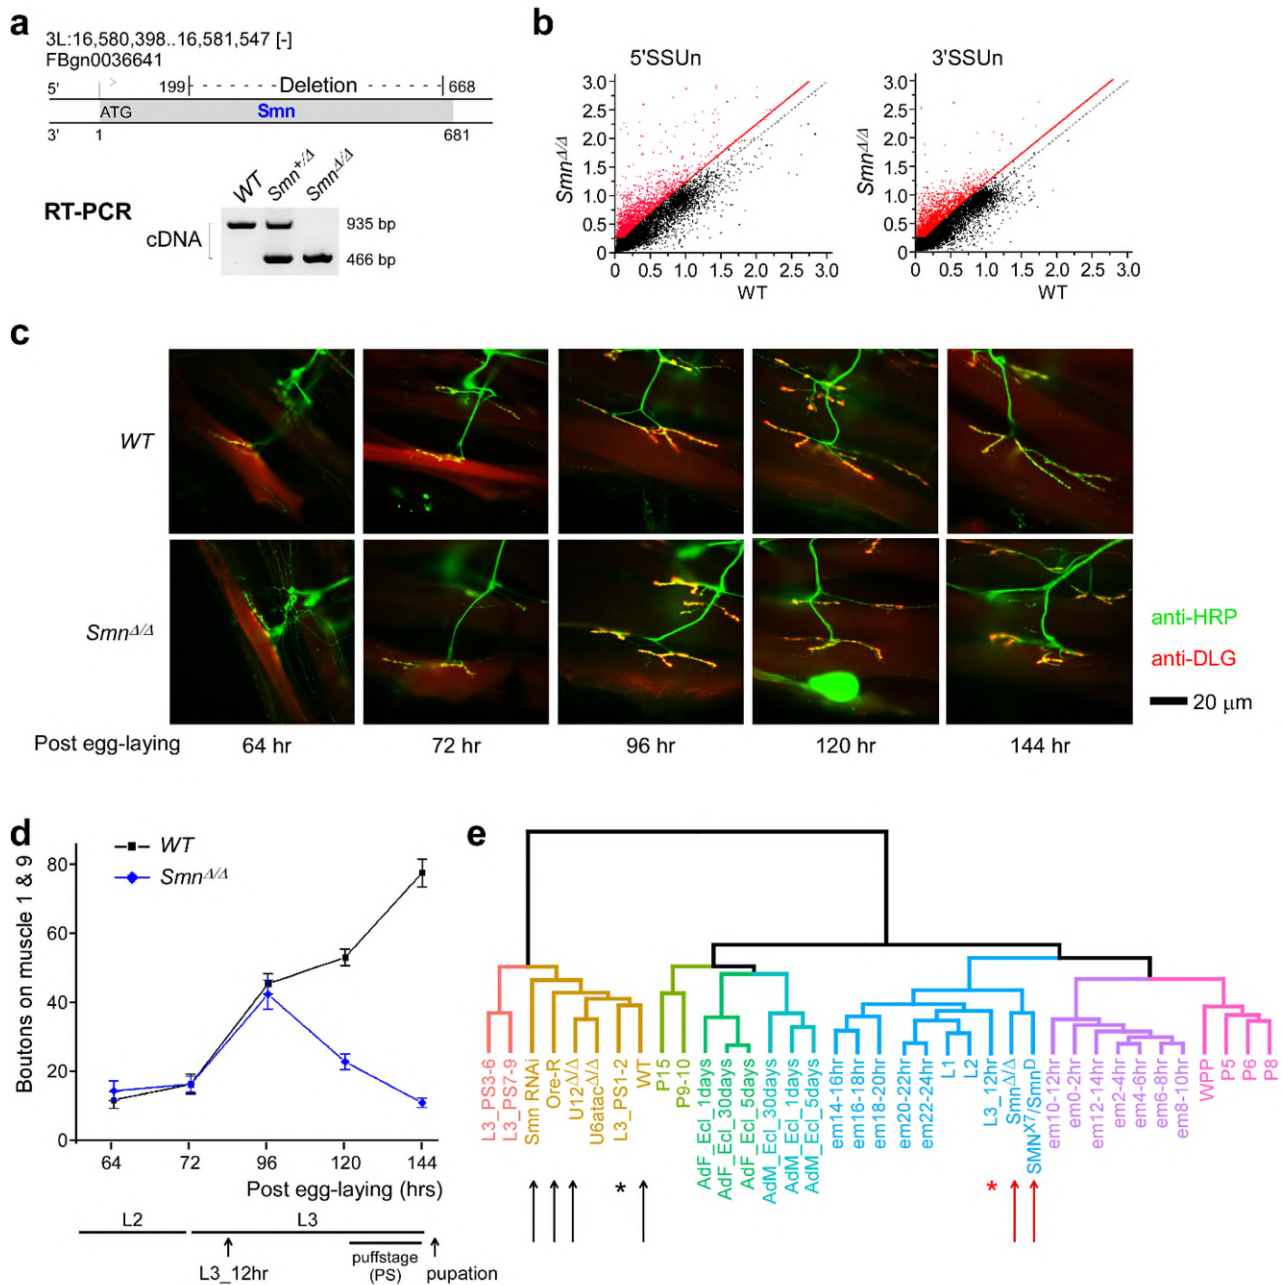

**Supplementary Fig. 2: The *Smn*<sup>Δ/Δ</sup> strain exhibits stronger SMA-associated phenotypes**

**a**, Construction of the *Smn*<sup>Δ/Δ</sup> strain by CRISPR/Cas9 system. Both heterozygotic and homozygotic deletion strains are validated by PCR and sequencing. **b**, Distribution of SSUn scores of transcriptome-wide 5'SSs and 3'SSs in the *Smn*<sup>Δ/Δ</sup> strain versus the *WT* strain. Grouped by a red unbroken limitation line, red dots represent the top 5% of SSUn scores in the mutant strain; and black dots represent the remaining SSUn scores. **c**, Degeneration of motor neurons occurred in the *Smn*<sup>Δ/Δ</sup> strain in the middle of L3 stage. Green: neuron visualized by HRP antibody; red: presynaptic and posterior membranes visualized by DLG antibody. Boutons of NMJ in the colocalized regions are

counted under microscopy. **d**, Quantitation of the NMJ Boutons during the time course (n=3 for each group). **e**, The sequenced *Smn*<sup>ΔΔ</sup> strain is at the stage after L3\_12hr. Transcriptomic data, including the modEncode Drosophila data sets (Graveley, 2011), *Smn* mutant (Garcia, 2003) and other strains used in this study, are analyzed by the software factoextra R package. Data are presented as mean values +/- SD in **d**. Source data are provided as a Source Data file.

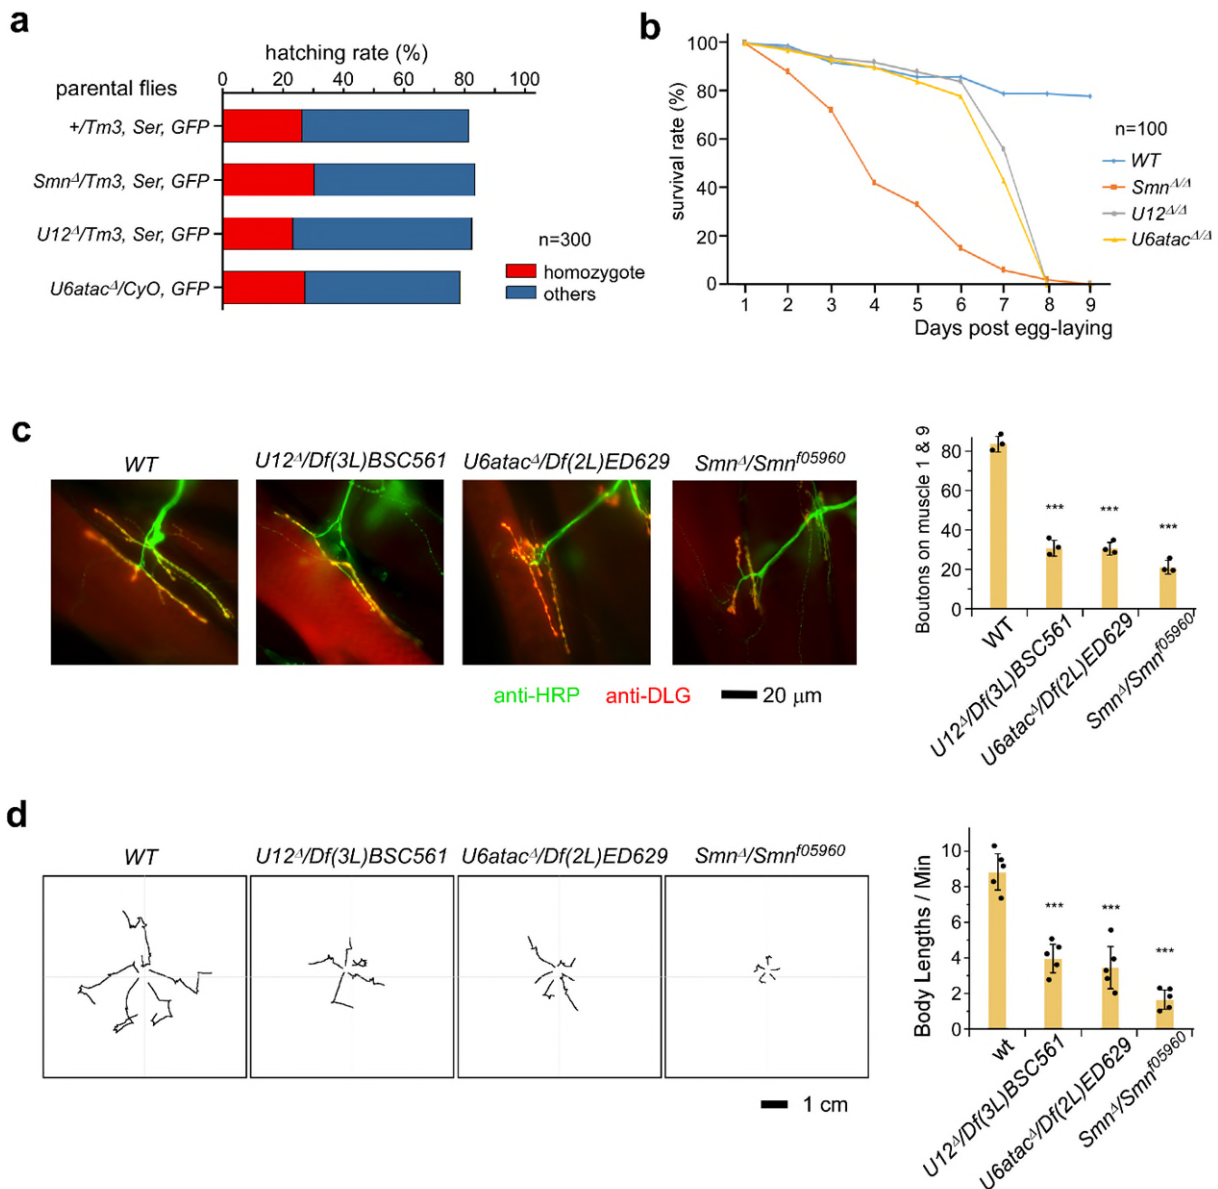

**Supplementary Fig. 3: Characterizations of the CRISPR-Cas9 generated  $U12^{\Delta/\Delta}$ ,  $U6atac^{\Delta/\Delta}$  and  $Smn^{\Delta/\Delta}$  strains.**

**a**, Hatching rates of the homozygotic deletion strains ( $Smn^{\Delta/\Delta}$ ,  $U12^{\Delta/\Delta}$  and  $U6atac^{\Delta/\Delta}$ ) are similar as the WT strain. **b**, Survival rates of the  $Smn^{\Delta/\Delta}$ ,  $U12^{\Delta/\Delta}$  and  $U6atac^{\Delta/\Delta}$  strains. Cross-over of the deletion strains with either deficiency strain or P-element insertion mutant strain exhibits similar SMA-associated phenotypes, including the boutons numbers of NMJ (**c**) ( $n=3$  for each group,  $U12^{\Delta}/Df(3L)BSC561$ :  $p = 8.8e-5$ ;  $U6atac^{\Delta}/Df(2L)ED629$ :  $p = 8.2e-5$ ;  $Smn^{\Delta}/Smn^{f05960}$ :  $p = 4.1e-5$ ) and larval locomotion (**d**) ( $n=5$  for each group,  $U12^{\Delta}/Df(3L)BSC561$ :  $p = 9.1e-5$ ;  $U6atac^{\Delta}/Df(2L)ED629$ :  $p = 0.00014$ ;  $Smn^{\Delta}/Smn^{f05960}$ :  $p = 1.5e-5$ ). The deficiency allele  $Df(3L)BSC561$  (Lee et al., 2018) is used for  $U12^{\Delta/\Delta}$ ,  $Df(2L)ED629$  (Ryder et al., 2007) for  $U6atac^{\Delta/\Delta}$ ,

and *Smn*<sup>f05960</sup> (Chang et al., 2008) allele *Smn*<sup>Δ/Δ</sup>. Data are presented as mean values +/- SD in **c** and **d**, \*\*\**p* < 0.001. *P* values were calculated using two-sided *t*-test. Source data are provided as a Source Data file.

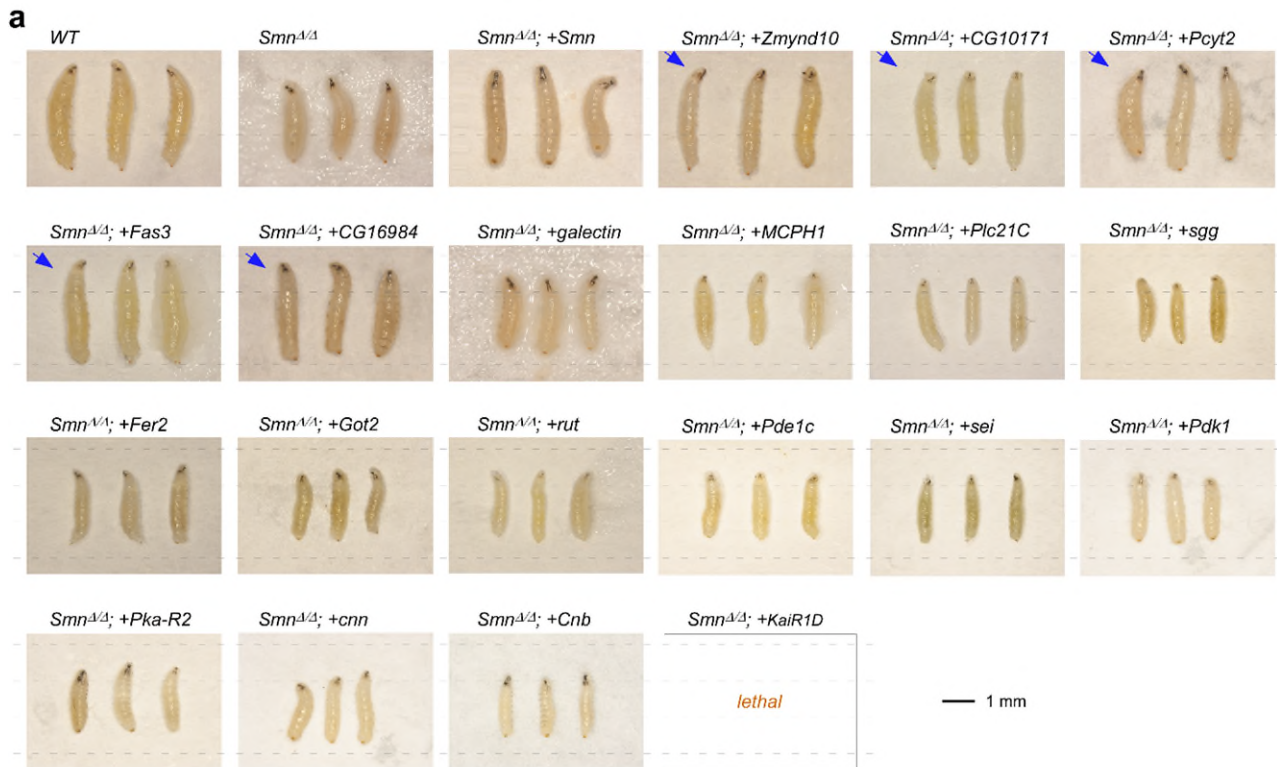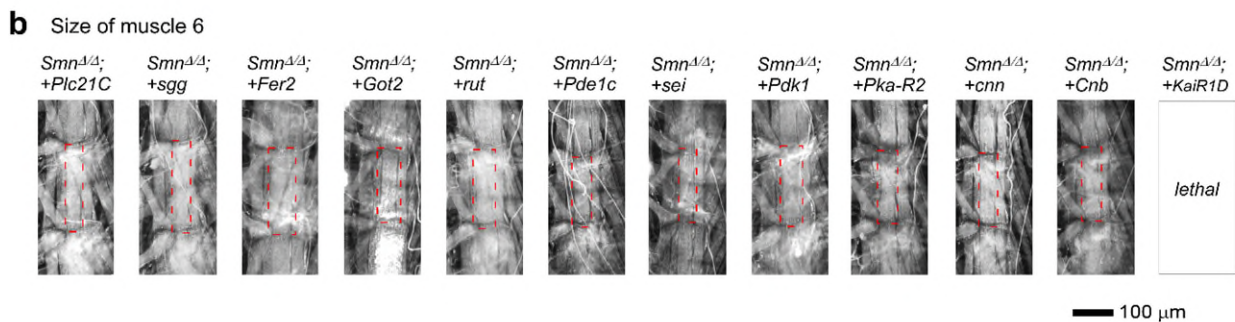

**Supplementary Fig. 4: Body size and muscle development of L3 larvae in the *Smn*<sup>ΔΔ</sup> background.**

**a**, Larvae body size in the *Smn*<sup>ΔΔ</sup> background is restored by expression of CDS of five genes (blue arrows) driven by *elav*-GAL4. **b**, Muscle 6 of twelve non-rescuing transgenic strains are presented, others are shown in Fig. 2e.

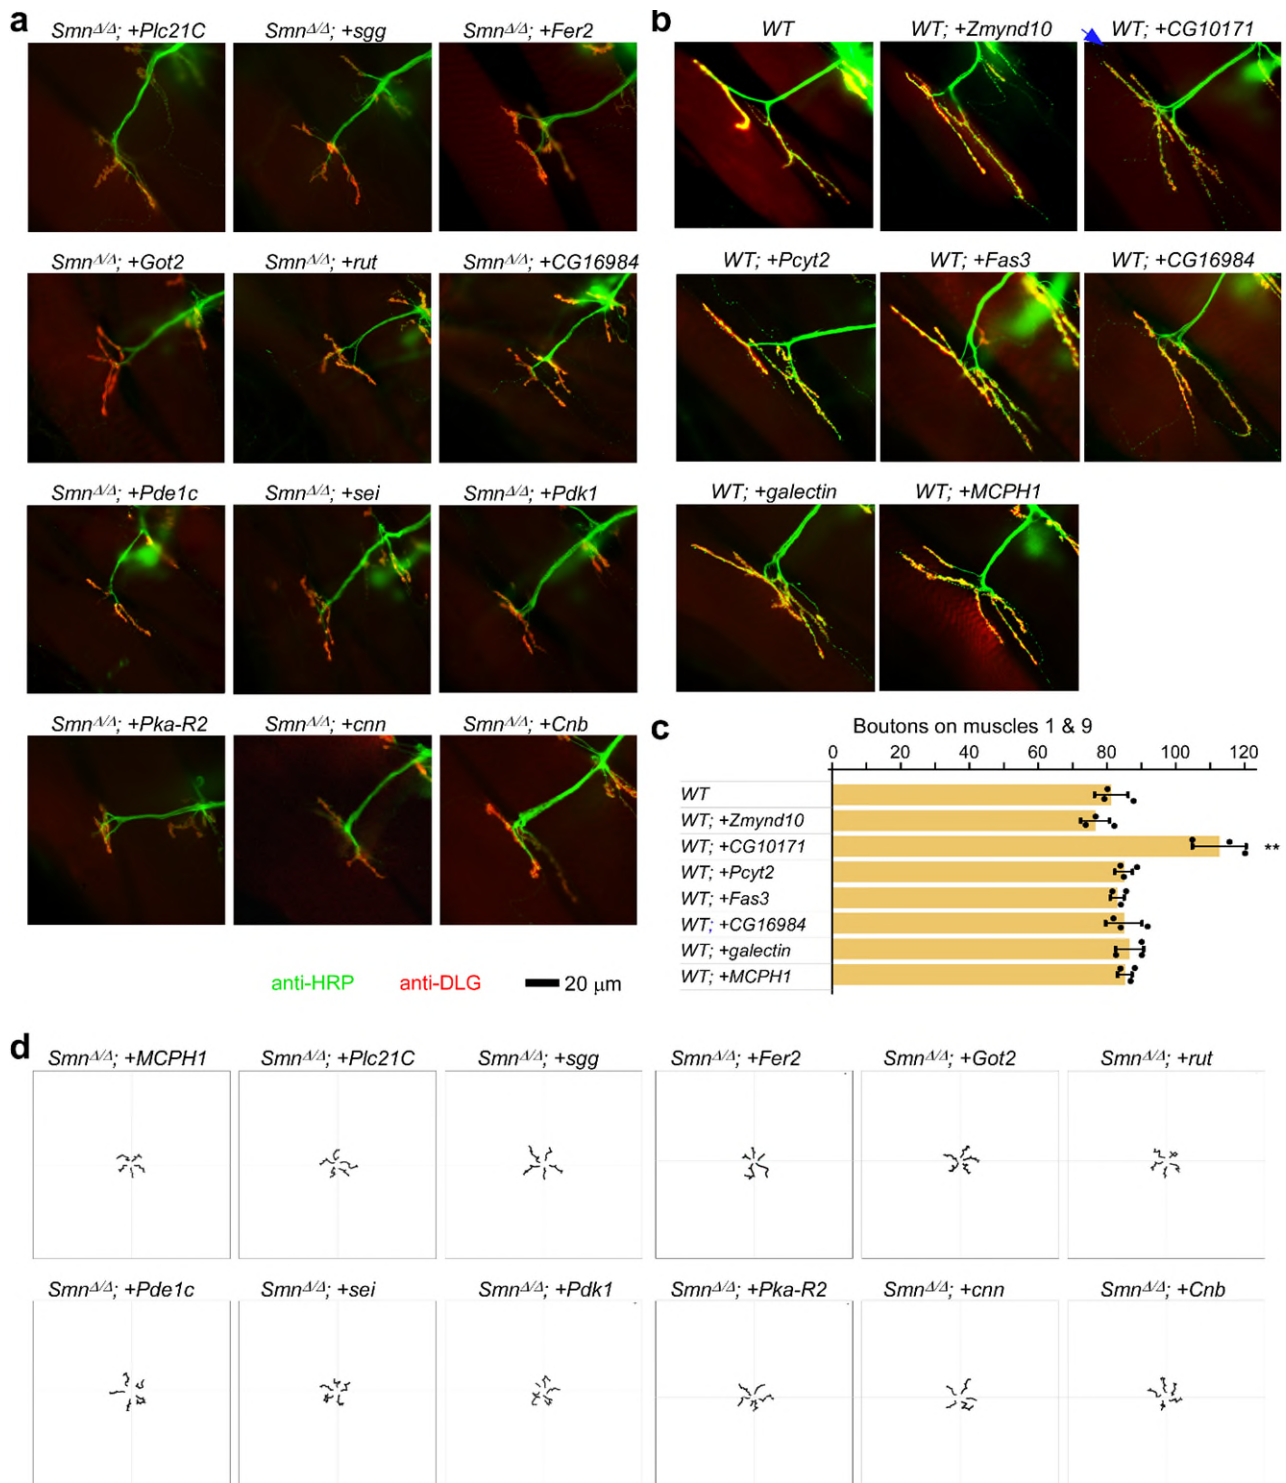

**Supplementary Fig. 5: Detection of NMJ and larvae mobility of transgenic strains.**

**a**, Immunostaining of neuromuscular connections of twelve negative CDSs strains in the *Smn<sup>ΔΔ</sup>* background. Quantitation of NMJ boutons are shown in Figure 6a. **b**, Immunostaining of neuromuscular connections of transgenic strains in the *WT* background. **c**, Quantitation of NMJ boutons of transgenic strains in the *WT* background. Expression of *CG10701*-CDS significantly changes NMJ (*WT*; +*CG10171*:  $p = 0.00686$ ). Data represent the mean  $\pm$ SD from five

representatives of each strain,  $**p < 0.01$ . **d**, Locomotion of twelve negative transgenic strains. Quantitation of larval path lengths is shown in Fig. 6b. *P* values were calculated using two-sided *t*-test. Source data are provided as a Source Data file.

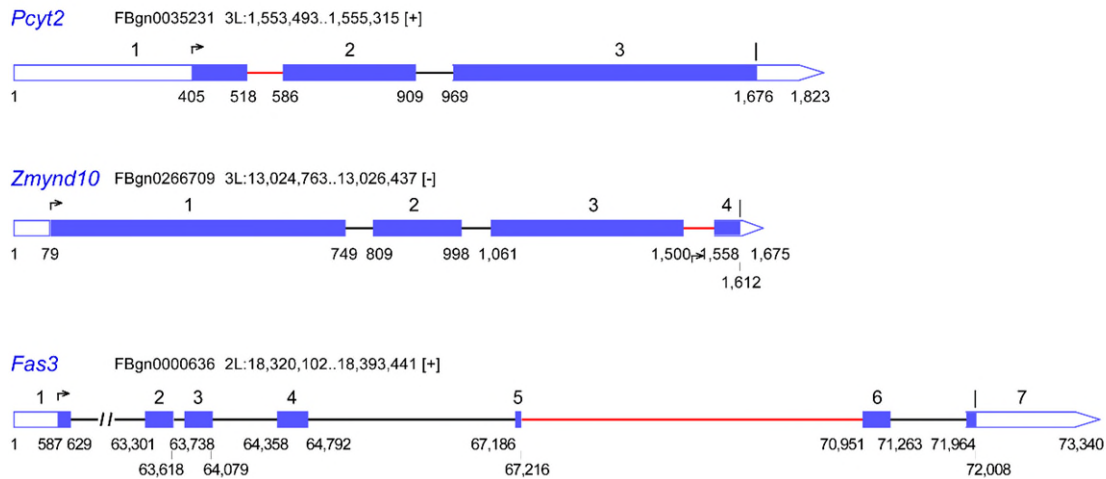

**Supplementary Fig. 6: Schematic of the three neural genes that rescue SMA-associated phenotypes in *Drosophila*.**

Empty boxes, UTRs; blue boxes, CDSs; Line, introns; start and stop codons are indicated. Retained introns are marked in red.

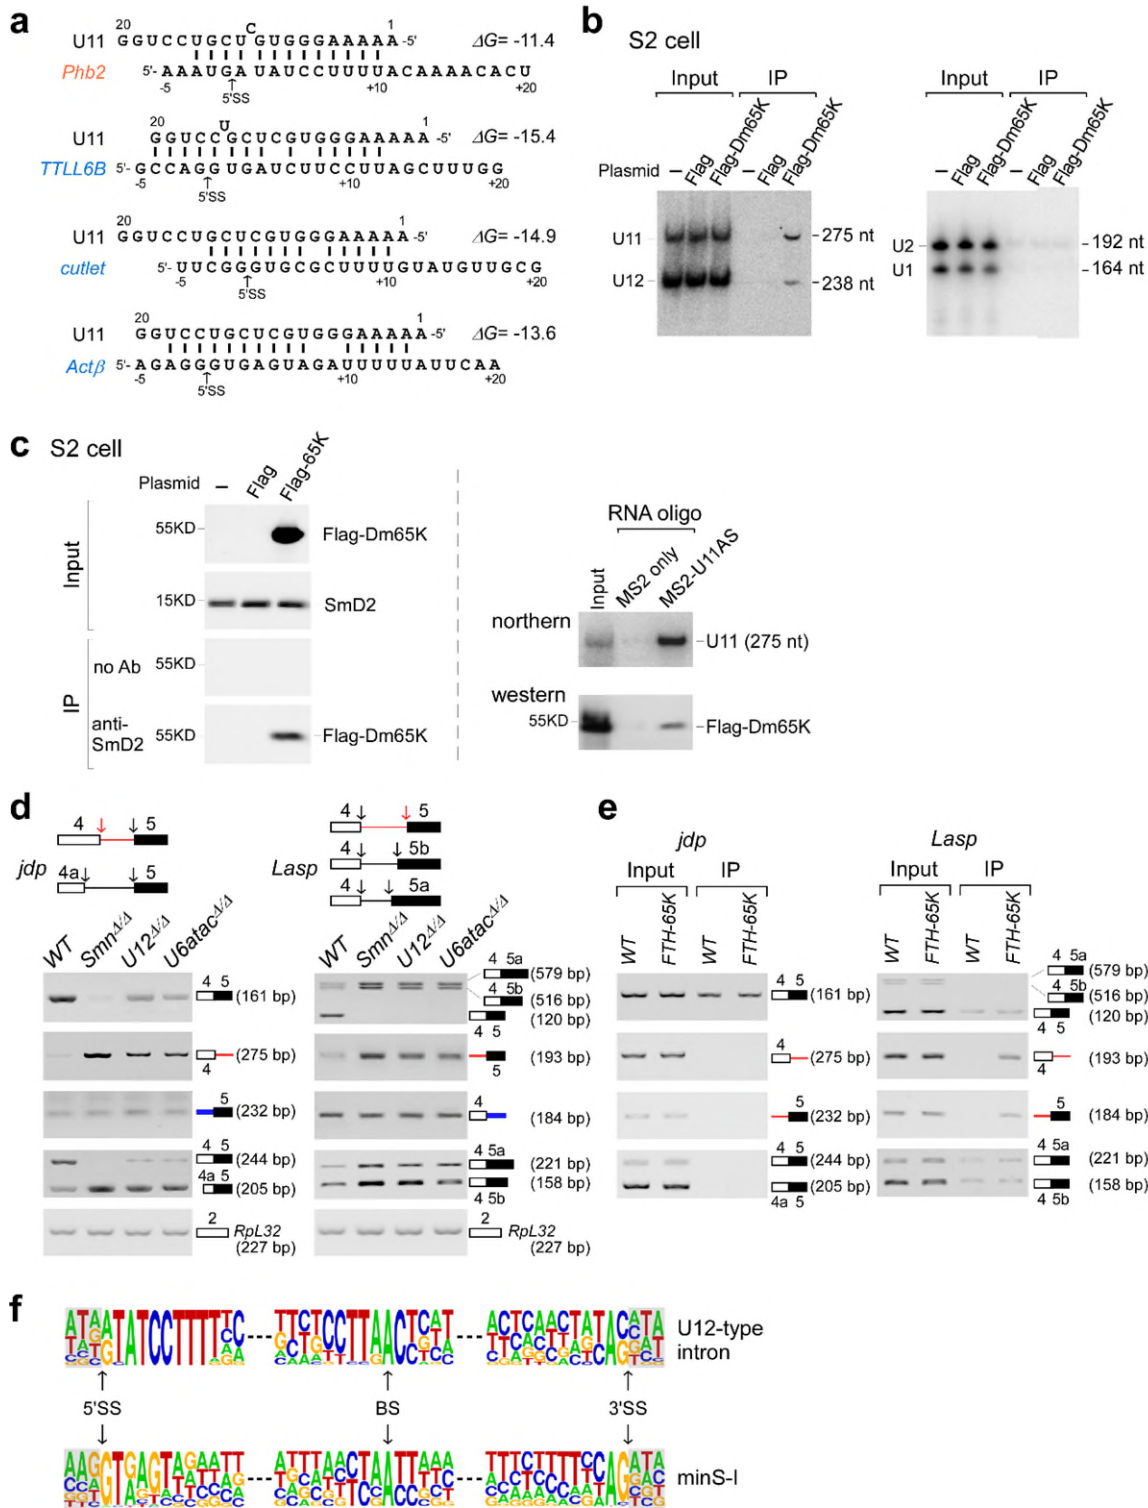

**Supplementary Fig. 7: Dm65K protein is a specific U11/U12 di-snRNP component in *Drosophila* and Co-IPs minS intron-containing pre-mRNA.**

**a**, Examples of stable 5'SS:U11 RNA duplexes. Orange: U12-type intron; blue: new minS-I. Base-pairs and free energy are indicated. **b**, Flag-Dm65K, expressed in S2 cells, specifically co-purifies U11 and U12 snRNAs that are visualized by northern blot. **c**, Flag-Dm65K is co-purified by

spliceosomal components in S2 cells. Left, SmD2 antibody co-purifies Dm65K; Right, MS2 linked anti-sense oligo of U11 snRNA pulls down Dm65K. **d**, The common SSs can be recognized by both the major and minor spliceosomes. Four sets of primers were used to amplify various pre-mRNAs and mRNAs. **e**, Pre-mRNAs, but not mRNAs, of the minS intron-containing genes are enriched by Dm65K. FTH-Dm65K and the *WT* strains were used. **f**, Intronic consensus sequences of the newly identified minS-Is. Source data are provided as a Source Data file.

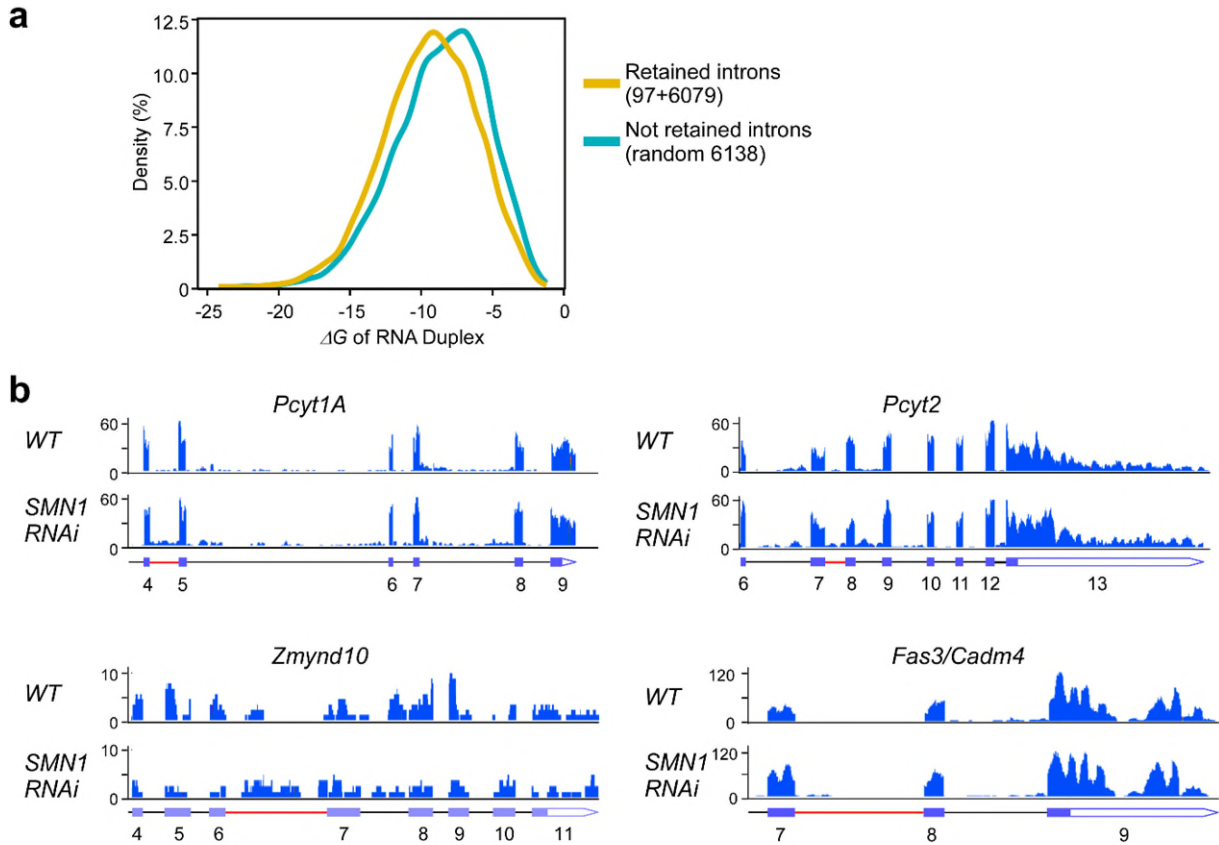

**Supplementary Fig. 8: Target genes of *Smn* and effectors of SMA-associated phenotypes are conserved across species.**

**a**, Density distribution of the 5'SS:U11 RNA duplex stabilities. Retained and not retained introns were identified from a published sequencing dataset from SMN1 knock-down human SH-SY5Y cells (Jangi et al., 2017). **b**, Retained introns (red) of human homologs of *Drosophila Zmynd10*, *Pcyt2*, and *Fas3* in SMN1 knock-down SH-SY5Y cells.

# Supplementary material for: Defective minor spliceosomes induce SMA-associated phenotypes through sensitive intron-containing neural genes in Drosophila
**Source:** Nat Commun. 2020 Nov 5;11:5608. doi: 10.1038/s41467-020-19451-z
**Supplement:** Supplementary file 2 — Description of Additional Supplementary Files

## Description of Additional Supplementary Files

Supplementary Data 1: Mapping results of RNA-seq.

Supplementary Data 2: Unused index of splice sites in the deletion strains.

Supplementary Data 3: Introns that are sensitive to defective minor spliceosomes.

Supplementary Data 4: Candidate genes and their minor spliceosome-sensitive splice sites.

Supplementary Data 5: List of primers and oligos used in this study.

# Supplementary material for: Defective minor spliceosomes induce SMA-associated phenotypes through sensitive intron-containing neural genes in Drosophila
**Source:** Nat Commun. 2020 Nov 5;11:5608. doi: 10.1038/s41467-020-19451-z
**Supplement:** Supplementary file 3 — Supplementary Data 1

**Li _** **Supplementary Data 1**

**Supplementary Data 1. Mapping Results of RNA-seq in Fruit Fly Samples**

| **Sample** | **Total reads** | **Mapped reads** | **Mapping ratio** |
| --- | --- | --- | --- |
|  |  |  |  |
| WT (5905)_1 | 67,487,514 | 64,024,353 | 94.87 |
| WT (5905)_2 | 60,587,504 | 58,727,485 | 96.93 |
| *U12^Δ/Δ^* _1 | 67,680,456 | 61,861,869 | 91.40 |
| *U12^Δ/Δ^*_2 | 60,750,924 | 58,038,945 | 95.54 |
| *U6atac^Δ/Δ^*_1 | 61,968,502 | 58,623,872 | 94.60 |
| *U6atac^Δ/Δ^*_2 | 60,225,672 | 55,920,262 | 92.85 |
| *Smn^Δ/Δ^* _1 | 56,195,760 | 51,243,516 | 91.19 |
| *Smn^Δ/Δ^* _2 | 50,266,710 | 46,375,312 | 92.26 |

# Supplementary material for: Defective minor spliceosomes induce SMA-associated phenotypes through sensitive intron-containing neural genes in Drosophila
**Source:** Nat Commun. 2020 Nov 5;11:5608. doi: 10.1038/s41467-020-19451-z
**Supplement:** Supplementary file 7 — Supplementary Data 5

**Li_** **Supplementary Data 5**

**Supplementary Table 5. List of Primers and Oligos Used in This Study**

# Supplementary material for: Defective minor spliceosomes induce SMA-associated phenotypes through sensitive intron-containing neural genes in Drosophila
**Source:** Nat Commun. 2020 Nov 5;11:5608. doi: 10.1038/s41467-020-19451-z
**Supplement:** Supplementary file 8 — Reporting Summary

## Reporting Summary

Nature Research wishes to improve the reproducibility of the work that we publish. This form provides structure for consistency and transparency in reporting. For further information on Nature Research policies, see [Authors & Referees](#) and the [Editorial Policy Checklist](#).

### Statistics

For all statistical analyses, confirm that the following items are present in the figure legend, table legend, main text, or Methods section.

- |                                     |                                                                                                                                                                                                                                                                                                |
|-------------------------------------|------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------|
| n/a                                 | Confirmed                                                                                                                                                                                                                                                                                      |
| <input checked="" type="checkbox"/> | <input checked="" type="checkbox"/> The exact sample size ( $n$ ) for each experimental group/condition, given as a discrete number and unit of measurement                                                                                                                                    |
| <input checked="" type="checkbox"/> | <input checked="" type="checkbox"/> A statement on whether measurements were taken from distinct samples or whether the same sample was measured repeatedly                                                                                                                                    |
| <input checked="" type="checkbox"/> | <input checked="" type="checkbox"/> The statistical test(s) used AND whether they are one- or two-sided<br><i>Only common tests should be described solely by name; describe more complex techniques in the Methods section.</i>                                                               |
| <input checked="" type="checkbox"/> | <input type="checkbox"/> A description of all covariates tested                                                                                                                                                                                                                                |
| <input checked="" type="checkbox"/> | <input type="checkbox"/> A description of any assumptions or corrections, such as tests of normality and adjustment for multiple comparisons                                                                                                                                                   |
| <input type="checkbox"/>            | <input checked="" type="checkbox"/> A full description of the statistical parameters including central tendency (e.g. means) or other basic estimates (e.g. regression coefficient) AND variation (e.g. standard deviation) or associated estimates of uncertainty (e.g. confidence intervals) |
| <input type="checkbox"/>            | <input checked="" type="checkbox"/> For null hypothesis testing, the test statistic (e.g. $F$ , $t$ , $r$ ) with confidence intervals, effect sizes, degrees of freedom and $P$ value noted<br><i>Give <math>P</math> values as exact values whenever suitable.</i>                            |
| <input checked="" type="checkbox"/> | <input type="checkbox"/> For Bayesian analysis, information on the choice of priors and Markov chain Monte Carlo settings                                                                                                                                                                      |
| <input checked="" type="checkbox"/> | <input type="checkbox"/> For hierarchical and complex designs, identification of the appropriate level for tests and full reporting of outcomes                                                                                                                                                |
| <input checked="" type="checkbox"/> | <input type="checkbox"/> Estimates of effect sizes (e.g. Cohen's $d$ , Pearson's $r$ ), indicating how they were calculated                                                                                                                                                                    |

Our web collection on [statistics for biologists](#) contains articles on many of the points above.

### Software and code

Policy information about [availability of computer code](#)

|                 |                                                                                                                                                                                                                                                                                                                                                                                 |
|-----------------|---------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------|
| Data collection | tophat2 version 2.0.9<br>rMATS version 3.2.5<br>RNA duplex version 2.4.3                                                                                                                                                                                                                                                                                                        |
| Data analysis   | Clean reads mapped to the Drosophila melanogaster genome (dm6) by TopHat; changes of alternative splicing were analyzed by rMATS. Sequences of 25 nts (positions from -5 to +20) at the 5'SS regions and 20 nts (position from 1 to 20) of the U11 snRNA were selected for measuring stabilities (free energies) of the 5'SS:U11 RNA duplexes using RNA duplex (version 2.4.3). |

For manuscripts utilizing custom algorithms or software that are central to the research but not yet described in published literature, software must be made available to editors/reviewers. We strongly encourage code deposition in a community repository (e.g. GitHub). See the Nature Research [guidelines for submitting code & software](#) for further information.

### Data

Policy information about [availability of data](#)

All manuscripts must include a [data availability statement](#). This statement should provide the following information, where applicable:

- Accession codes, unique identifiers, or web links for publicly available datasets
- A list of figures that have associated raw data
- A description of any restrictions on data availability

All raw datasets for transcriptome-wide RNA sequencing have been deposited in NCBI. The accession number is GSE138183.  
The data that support the findings of this study are available from the corresponding author upon reasonable request.

## Field-specific reporting

Please select the one below that is the best fit for your research. If you are not sure, read the appropriate sections before making your selection.

☒ Life sciences ☐ Behavioural & social sciences ☐ Ecological, evolutionary & environmental sciences

For a reference copy of the document with all sections, see [nature.com/documents/nr-reporting-summary-flat.pdf](https://www.nature.com/documents/nr-reporting-summary-flat.pdf)

## Life sciences study design

All studies must disclose on these points even when the disclosure is negative.

|                 |                                                                                                                                                                                                                                                                                                                                                                                                                                 |
|-----------------|---------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------|
| Sample size     | For RNA-seq, ~60 M paired-end reads (150 bp) from each sample were obtained and mapped to the Drosophila genome (Table S1).                                                                                                                                                                                                                                                                                                     |
| Data exclusions | No data were excluded.                                                                                                                                                                                                                                                                                                                                                                                                          |
| Replication     | For RNA-seq, two biological repeats were tested for each sample; for muscle size and NMJ assays, three larvae from each sample were tested; for locomotion assay, eight larvae were tested.                                                                                                                                                                                                                                     |
| Randomization   | For RNA-seq, each sample contains total RNA from 12 larvae that were randomly picked from vials (~30 homozygous mutant larvae, ~200 wt larvae); for muscle size and NMJ assays, three larvae for each sample were randomly picked from vials (~20 homozygous mutant larvae, ~200 wt larvae); for locomotion assay, eight larvae for each sample were randomly picked from vials (~20 homozygous mutant larvae, ~200 wt larvae). |
| Blinding        | Not applicable.                                                                                                                                                                                                                                                                                                                                                                                                                 |

## Reporting for specific materials, systems and methods

We require information from authors about some types of materials, experimental systems and methods used in many studies. Here, indicate whether each material, system or method listed is relevant to your study. If you are not sure if a list item applies to your research, read the appropriate section before selecting a response.

### Materials & experimental systems

| n/a                                 | Involved in the study                                           |
|-------------------------------------|-----------------------------------------------------------------|
| <input type="checkbox"/>            | <input checked="" type="checkbox"/> Antibodies                  |
| <input type="checkbox"/>            | <input checked="" type="checkbox"/> Eukaryotic cell lines       |
| <input checked="" type="checkbox"/> | <input type="checkbox"/> Palaeontology                          |
| <input type="checkbox"/>            | <input checked="" type="checkbox"/> Animals and other organisms |
| <input checked="" type="checkbox"/> | <input type="checkbox"/> Human research participants            |
| <input checked="" type="checkbox"/> | <input type="checkbox"/> Clinical data                          |

### Methods

| n/a                                 | Involved in the study                           |
|-------------------------------------|-------------------------------------------------|
| <input checked="" type="checkbox"/> | <input type="checkbox"/> ChIP-seq               |
| <input checked="" type="checkbox"/> | <input type="checkbox"/> Flow cytometry         |
| <input checked="" type="checkbox"/> | <input type="checkbox"/> MRI-based neuroimaging |

## Antibodies

|                 |                                                                                                                                                                                                                                                                                                                                                                        |
|-----------------|------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------|
| Antibodies used | 4F3 anti-discs large (DSHB); Alexa Fluor 647 conjugated Rabbit Anti-Mouse IgG (Jackson Immuno Research); Alexa Fluor 488 conjugated goat anti-HRP IgG (Jackson Immuno Research); Monoclonal ANTI-FLAG M2-Peroxidase (HRP) antibody (Sigma); Anti- $\alpha$ -Tubulin antibody (Sigma); Anti-SNRPD2 (Abcam); Monoclonal Anti-Rabbit IgG (Sigma); Anti-Mouse IgG (Sigma). |
| Validation      | All primary antibodies were validated by western blot.                                                                                                                                                                                                                                                                                                                 |

## Eukaryotic cell lines

Policy information about [cell lines](#)

|                                                                   |                                                                                                                                                                                                                      |
|-------------------------------------------------------------------|----------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------|
| Cell line source(s)                                               | Drosophila S2 cell                                                                                                                                                                                                   |
| Authentication                                                    | Splicing of sex determination pathway genes, including <i>sxl</i> , <i>tra</i> , and <i>dsx</i> , were tested, and showed male-specific pattern. This is consistent with the male specificity of Drosophila S2 cell. |
| Mycoplasma contamination                                          | Not tested.                                                                                                                                                                                                          |
| Commonly misidentified lines (See <a href="#">ICLAC</a> register) | Not applicable.                                                                                                                                                                                                      |

## Animals and other organisms

Policy information about [studies involving animals](#); [ARRIVE guidelines](#) recommended for reporting animal research

### Laboratory animals

flies:  
w1118  
w1118/Dp(1;Y)y+; TM2/TM6C,Sb1  
CyO/snaSco  
dgo308/CyO, P{GFP-un1}CyO  
Sb1/TM3, P{GAL4-Hsp70. PB}, P{UASGFP.Y}, Ser1  
otu7/FM7c  
attp40{UAS-SmnshRNA}  
SmnΔ/ CyO  
U12Δ/ TM6C, Sb1  
U6atacΔ/ CyO  
P{GAL4-da.G32}UH1/TM3, Sb1  
P{GawB}elavC155  
FTH-Dm65K  
P{GawB}elavC155; SmnΔ/ TM3, P{GAL4-Hsp70.PB}, P{UAS-GFP.Y}, Ser1  
UAS-Smn; SmnΔ/TM3, P{GAL4-Hsp70.PB}, P{UAS-GFP.Y}, Ser1  
UAS-ZMYND10; SmnΔ/ TM3, P{GAL4-Hsp70.PB}, P{UAS-GFP.Y}, Ser1  
UAS-CG10171; SmnΔ/TM3, P{GAL4-Hsp70.PB}, P{UAS-GFP.Y}, Ser1  
UAS-Pcyt2; SmnΔ/ TM3, P{GAL4-Hsp70.PB}, P{UAS-GFP.Y}, Ser1  
UAS-Fas3; SmnΔ/TM3, P{GAL4-Hsp70.PB}, P{UAS-GFP.Y}, Ser1  
UAS-CG16984; SmnΔ/TM3, P{GAL4-Hsp70.PB}, P{UAS-GFP.Y}, Ser1  
UAS-galectin; SmnΔ/TM3, P{GAL4-Hsp70.PB}, P{UAS-GFP.Y}, Ser1  
UAS-MCPH1; SmnΔ/TM3, P{GAL4-Hsp70.PB}, P{UAS-GFP.Y}, Ser1  
UAS-Plc21C; SmnΔ/TM3, P{GAL4-Hsp70.PB}, P{UAS-GFP.Y}, Ser1  
UAS-sgg; SmnΔ/TM3, P{GAL4-Hsp70.PB}, P{UAS-GFP.Y}, Ser1  
UAS-Fer2; SmnΔ/TM3, P{GAL4-Hsp70.PB}, P{UAS-GFP.Y}, Ser1  
UAS-Got2; SmnΔ/TM3, P{GAL4-Hsp70.PB}, P{UAS-GFP.Y}, Ser1  
UAS-rut; SmnΔ/TM3, P{GAL4-Hsp70.PB}, P{UAS-GFP.Y}, Ser1  
UAS-Pde1c; SmnΔ/TM3, P{GAL4-Hsp70.PB}, P{UAS-GFP.Y}, Ser1  
UAS-sei; SmnΔ/TM3, P{GAL4-Hsp70.PB}, P{UAS-GFP.Y}, Ser1  
UAS-Pdk1; SmnΔ/TM3, P{GAL4-Hsp70.PB}, P{UAS-GFP.Y}, Ser1  
UAS-Pka-R2; SmnΔ/TM3, P{GAL4-Hsp70.PB}, P{UAS-GFP.Y}, Ser1  
UAS-cnn; SmnΔ/TM3, P{GAL4-Hsp70.PB}, P{UAS-GFP.Y}, Ser1  
UAS-Cnb; SmnΔ/TM3, P{GAL4-Hsp70.PB}, P{UAS-GFP.Y}, Ser1  
UAS-KaiR1D; SmnΔ/TM3, P{GAL4-Hsp70.PB}, P{UAS-GFP.Y}, Ser1  
w1118; Df(2L)ED629, P{3'.RS5+3.3'}ED629/SM6a  
w1118; Df(3L)BSC561/TM6C, Sb1

### Wild animals

Not applicable.

### Field-collected samples

Not applicable.

### Ethics oversight

Not applicable.

Note that full information on the approval of the study protocol must also be provided in the manuscript.

How the deposited data were processed for this re-analysis (not part of the article)

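Gene expression was analyzed in 8 RNA-seq libraries of *Drosophila* L3 wandering larvae, 2 each from the *WT*, *U12*Δ/Δ, *U6atac*Δ/Δ and *Smn*Δ/Δ strains, with 12 larvae pooled in each library. The authors filtered and trimmed the paired-end reads, mapped them to dm6 with *TopHat*, and deposited TPM for 17473 genes per library. TPM divides the reads of a gene by its length and by a total, so that each library sums to 1000000, and a few highly expressed genes therefore lower all others. The paper's text does not name the tool that made the TPM. Read numbers could not be recovered, since between 3.5% and 4.5% of the products of TPM and gene length lay near a whole multiple of the smallest one. The depth is known only from the paper's Supplementary Data 1, with 50266710 to 67680456 reads per library, and no interval for counting error was computed.

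Libraries were grouped by strain as labelled. The strain comparisons were made in R 4.3.3 with limma 3.58.1 (lmFit, contrasts and eBayes with a trend) on log2(TPM + 1), over the 11122 genes with a mean TPM of at least 1, in one fit with 4 groups. Adjusted p values are Benjamini-Hochberg values over the genes tested, with a threshold of 0.05. The 5 comparisons were each deletion strain against *WT*, and *U12*Δ/Δ and *U6atac*Δ/Δ against *Smn*Δ/Δ. With 2 libraries per strain, no test of outlying libraries and no regrouping of the libraries was made. The labels number the libraries of each strain 1 and 2. These are different larvae and the paper states no pairing, so the replicate number was used as a block only as an alternative. The deviations of same-numbered libraries correlated across genes at −0.021 to 0.108.

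Sets of host genes were taken from Supplementary Data 2 and 3 and tested with limma's camera at an inter-gene correlation of 0.01, adjusted over 9 tests. The splice site lists, Unused Indexes and p values of sites are the paper's. They were counted again by position, and the reads behind them were not analysed here. Free energies were computed with RNAduplex 2.7.2 on 25 nt of each 5′SS region and 20 nt of U11. Other values were computed in Python 3.11.15 with numpy 2.4.6, pandas 2.3.3, scipy 1.17.1 and statsmodels 0.14.6, and plots were drawn with matplotlib 3.10.9. Gene symbols and annotated introns come from Ensembl's BDGP6 annotation, in which 17217 of the 17473 genes have the same chromosome, start and end as in the deposited tables.

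The limma, camera and RNAduplex steps and the statistics on the order of the tables were tested on simulated data, or on complementary sequences for RNAduplex. At the spread of the real libraries, limma called 0 of 125 genes simulated with a rise of 2 on the log2 scale, 0 of 120 with a rise of 4, 11 of 133 with a rise of 6 and 56 of 133 with a rise of 8. For simulated falls it called 2 of 117 at −6 and 2 of 117 at −8. Simulated TPM were kept at 0 or above, so many of these falls were cut short. The counts therefore do not give the power for full falls of these sizes. Only genes above a minimum mean expression were changed, so rises in genes with a low mean were not simulated. At 0.2 of that spread it called between 93.2% and 100% of the changed genes. Camera called 2 of 200 random sets.

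The alternatives were a pseudocount of 0.1, no filter on mean TPM, a mean TPM of at least 5, median-ratio scaling, quantile normalization, a fit of only the 4 libraries compared, the replicate block, eBayes without a trend, an absolute log2 fold change of at least 1, leaving out each library in turn, an inter-gene correlation estimated from the data, 10000 random gene lists matched on expression, and other definitions of distance, correlation, cut-off and list overlap. These, the designs and the genes to be named were chosen before the data were examined. The genes to be named were those that the paper names for its RNA-seq, a list of marker genes, and for each strain the 3 with the largest rise and the 3 with the largest fall among genes with an adjusted p under 0.05 whose libraries lie beyond both *WT* libraries. One alternative was chosen after seeing the data, in which each gene is centred on the 10 genes listed around it in the tables. Experiments without expression data in these libraries (RT-PCR, northern blotting, NMJ, locomotion and co-purification) were not analysed here.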

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

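Of the tests in this part, those of the larval stage and of the deleted locus were set before the data were examined, while those on the order of the tables and on the host genes of U12-type introns, apart from the camera alternatives, were chosen after the result was seen.

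In the *Smn*Δ/Δ strain, 168 genes other than *Smn* and the candidate genes had an adjusted p under 0.05 against *WT* by limma, of which 3 are in the recounted list of 815 genes that share an affected SS. The paper reports no test of expression, and *WT* served as the control. The largest rises on the log2 scale were 10.30 for *TwdlM*, 9.55 for *Osi6* and 9.34 for *TwdlB*, with adjusted p of 0.00103, 0.00671 and 0.00103 from limma, and over 5 alternatives (pseudocount, both scalings, only 4 libraries, block) from 0.00117 to 0.0241, 0.00861 to 0.0241 and 0.000979 to 0.0241. The largest falls were −14.74 for *Fbp1*, −12.47 for *Lsp1alpha* and −11.59 for *Obp99b*, with adjusted p of 0.0270, 0.00202 and 0.00179 from limma, and over these 5 from 0.0110 to 0.0352, 0.000979 to 0.0241 and 0.000979 to 0.0241. The values of single genes under the other filters, without a trend and after centring are not given here. The size of all 6 changes rests on the pseudocount, since each gene was under 1 TPM in both libraries of one strain, as were 111 of the 137 higher genes in *WT*. With a pseudocount of 0.1 they were 13.29, 11.59 and 12.66, and −17.39, −15.50 and −14.15. *Fbp1* and *Lsp1alpha* are among the stage markers listed beforehand. Among the genes of the Twdl family, chosen after these values were seen, 22 of the 25 tested were higher in both *Smn*Δ/Δ libraries than in both *WT* libraries, as were 12 of 12 of the Osi family, an order that chance gives for 16.7% of genes. Of the Cpr family 29 of 49 were higher in this way (median 1.68, or 1.96 after centring on neighbouring genes of the tables), and of the Lcp family 6 of 15 (median 0.07, or −0.75 after centring), with 4 genes called higher and 5 lower. The genes of a family lie close together in the tables, in 6 stretches for Twdl, 3 for Osi and 4 for Lcp, so these counts are far from independent. The median log2 fold change, 6.00 for Twdl and 7.33 for Osi, was 4.07 and 2.42 after centring, and it hardly moved under the scalings (6.00 and 7.31 after median-ratio scaling, 6.11 and 7.39 after quantile normalization).

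One candidate explanation is the developmental stage of the pooled larvae. The paper groups *U12*Δ/Δ and *U6atac*Δ/Δ with *WT* larvae by stage and gives the stage of *Smn*Δ/Δ separately, without calling it earlier. Of 21 marker genes induced from the middle of the third instar, 16 were lower in both *Smn*Δ/Δ libraries by more than the spread between replicates, and 3 of 3 pre-glue genes were higher in both. This is in line with an earlier stage of the *Smn*Δ/Δ larvae, so an effect of the deletion on these genes cannot be told apart from their stage. In *U6atac*Δ/Δ, 12 of the 21 markers were lower and 2 of 3 pre-glue genes higher in the same way, and in *U12*Δ/Δ 3 and 1, counts that were looked up after the result was seen. The count needs both libraries of a strain to be lower, so it misses a difference in 1 library. The mean log2(TPM + 1) of the glue genes was 12.39 and 1.52 in the *U12*Δ/Δ libraries, against 10.66 and 9.41 in *WT*. A difference in stage is thus not excluded for the comparisons of *U6atac*Δ/Δ and *U12*Δ/Δ with *WT* either. A factor shared by neighbouring genes of the tables does not account for the whole difference, since 118 of the 137 higher genes still had an adjusted p under 0.05 after each gene was centred on its 10 neighbours. Called genes were not more frequent near the *Smn* locus, with 7 of 393 genes within 2 Mb and 40 of 1868 genes on the rest of chromosome 3L (Fisher's exact test, two-sided, p = 0.846). At this spread, simulated changes of 4 on the log2 scale were called in 0 of 120 genes for rises and 0 of 130 for falls. Some of the falls were cut short at a TPM of 0. Smaller changes linked to the locus would thus be missed, so the test cannot exclude a linked haplotype. For *U12*Δ/Δ and *U6atac*Δ/Δ the same test was not possible, with 0 genes called in each (1050 and 1147 at an unadjusted p under 0.05).

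The host genes of the 15 U12-type introns had a median log2 fold change against *WT* of 0.92 in *U12*Δ/Δ and 0.75 in *U6atac*Δ/Δ, while the median of all genes was −0.53 and −0.49. The paper does not report their expression. In *U12*Δ/Δ 5 of the 15 genes were above both *WT* libraries in both libraries and 2 were below, and in *U6atac*Δ/Δ 7 were above and 1 below, where chance gives 16.7% each way. Whether *Smn*Δ/Δ, with a median of −0.17, differs from the other strains was not tested. If retained intron sequence were counted in the TPM, genes whose intron is a larger share of their length should rise more. The correlation across the 15 genes, which are not independent replicates, was in the other direction (Spearman's rho −0.518, Pearson's r −0.386, two-sided permutation test on rho, p = 0.0498, one test). The lower of the 2 medians was 1.32 after centring on neighbouring genes of the tables, so the order of the tables did not account for the rise. It was 1.13 after median-ratio scaling, but this scaling moves all genes of a library alike and raised the median of all genes to −0.17 in both strains, so it could not have removed the rise and excludes nothing. With the inter-gene correlation estimated from the data, however, the adjusted p was 0.350 in both strains (range over the alternatives 0.00106 to 0.350 in *U12*Δ/Δ and 0.00427 to 0.350 in *U6atac*Δ/Δ). The rise therefore cannot be told apart from noise that these 15 genes share, and remains a hypothesis.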

How the results depend on the processing

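The alternatives are those listed under the processing. Centring on neighbouring genes of the tables was chosen after seeing the data. The cause was not tested for any change below.

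Counts of genes with an adjusted p under 0.05 stayed within 1.5 times the reported count in 38 of 50 combinations of comparison and alternative, but 19 of these are 0 genes against 0, nearly fixed beforehand at this spread. In the comparisons with called genes and without the fold change filter, 16 of 27 counts stayed. For *Smn*Δ/Δ against *WT* (168 genes) the count was 267 with no filter on mean TPM, 89 with a mean TPM of at least 5, 40 with only the 4 libraries compared, 90 without a trend and 444 after centring. For *U12*Δ/Δ against *Smn*Δ/Δ (146 genes) it was 81, 0 and 97 with a mean TPM of at least 5, only the 4 libraries and no trend, and for *U6atac*Δ/Δ against *Smn*Δ/Δ (146 genes) 85 and 0 with the first 2 of these and 270 after centring. At an unadjusted p under 0.05, the fits of 4 libraries gave 1037 and 1280 genes. For *U6atac*Δ/Δ against *WT* the count was 18 with no filter, all lower in *U6atac*Δ/Δ, and 0 under the other alternatives; for *U12*Δ/Δ against *WT* it was 0 throughout, with 639 to 1716 genes at an unadjusted p under 0.05. A minimum log2 fold change of 1 removed no called gene and shows no stability. The share of called genes that were higher moved from 81.5% to 64.0% for *Smn*Δ/Δ against *WT* with no filter and to 50.0% with only the 4 libraries, and after centring from 81.5% to 62.8%, from 13.7% to 31.9% for *U12*Δ/Δ against *Smn*Δ/Δ and from 14.4% to 39.6% for *U6atac*Δ/Δ against *Smn*Δ/Δ. The median of all genes against *WT* moved from −0.53, −0.49 and −0.18 in *U12*Δ/Δ, *U6atac*Δ/Δ and *Smn*Δ/Δ to −0.17, −0.17 and −0.06 with median-ratio scaling and to −0.03, −0.02 and −0.07 with quantile normalization.

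As a paired analysis, the replicate number as a block gave 149 genes for *Smn*Δ/Δ against *WT*, 137 and 142 for *U12*Δ/Δ and *U6atac*Δ/Δ against *Smn*Δ/Δ, and 0 for *U12*Δ/Δ and *U6atac*Δ/Δ against *WT* (1047 and 1145 at an unadjusted p under 0.05). Same-numbered libraries are different larvae, and their deviations correlated at −0.021 to 0.108. The block changed no gene set's side of 0.05.

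Of 72 gene set results under the alternatives, 60 kept their direction and side of 0.05. For the U12-type hosts in *U12*Δ/Δ and *U6atac*Δ/Δ, the adjusted p rose to 0.350 in both with the estimated inter-gene correlation. For the hosts of single minS-SSs it was 0.0822 and 0.0835 with a mean TPM of at least 5, 0.0577 and 0.0577 with median-ratio scaling, 0.350 and 0.350 with the estimated correlation, and 0.0595 in *U6atac*Δ/Δ after centring (range over the alternatives 0.00847 to 0.350 in *U12*Δ/Δ and 0.00180 to 0.350 in *U6atac*Δ/Δ). In *Smn*Δ/Δ, the U12-type hosts changed direction after centring (adjusted p 0.717) and by random lists (0.968), with a range of 0.525 to 0.968, and the new minS-I hosts passed by random lists (0.0349, range 0.0349 to 0.717).

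The log2 fold changes of *Pcyt2*, *Zmynd10* and *Fas3* against *Smn*Δ/Δ kept their direction and stayed above an adjusted p of 0.05 in 30 of 30 alternatives with a test (5 for each), as did the direction and side of the other named genes in 55 of 55. The block and the fit of 4 libraries cannot move a log2 fold change, and at this spread a p above 0.05 is nearly fixed beforehand, so this shows little stability. Leaving out a library leaves 1 in a group and moves the value by less than the replicate SD by construction, so it shows no stability. It changed the sign in 1 of 4 cases for *Pcyt2* in *U12*Δ/Δ and in 2 of 4 for *Zmynd10* and *Fas3* in *U6atac*Δ/Δ.

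The distance ratio of *Smn*Δ/Δ (1.32) was 1.13 by Euclidean distance and 1.38 after centring. Scaling and quantile normalization cannot move a rank measure. The correlations of log2 fold changes across genes, 0.0930, 0.118 and 0.125 with disjoint *WT* libraries, were 0.542, 0.483 and 0.476 with a shared *WT* mean. A shared *WT* mean correlates the fold changes even where no gene changes, so the higher values show no likeness between strains. The share of new minS-Is at or below the cut-off was 35.4% with the median U12-type energy and 66.7% with 20 nt. At one common Unused Index, 847 5′SSs and 1031 3′SSs remained for *Smn*Δ/Δ, and genes in both lists whatever the position numbered 790 and 796.

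The TPM give no read numbers, so the depth behind single genes is unknown. The spread between the 2 libraries of a strain limits the calls: simulated changes of 4 on the log2 scale were called in 0 of 120 genes for rises.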

Differences from the paper's values

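The paper's methods give Unused Indexes of around 2.5 to 30.0 for the top 2% of SSs. In the paper's own lists, the lowest Unused Index was 0.617 for the 5′SSs and 0.552 for the 3′SSs of *U12*Δ/Δ, and 0.768 and 0.378 for those of *U6atac*Δ/Δ, against the paper's 2.5. The highest was 73.5 for the 5′SSs and 19.9 for the 3′SSs of *U12*Δ/Δ, and 46.1 and 77 for those of *U6atac*Δ/Δ, against the paper's 30.0. None of the alternatives set before the data were examined changes these values.

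The paper's 470 genes shared between *Smn*Δ/Δ and *U6atac*Δ/Δ compare with 524 counted here and its 807 in total with 815. These counts match SSs by position, and by it the paper's 521 genes shared between *Smn*Δ/Δ and *U12*Δ/Δ were also 521 here. Genes in both lists whatever the position of the SS, a different measure, numbered 790 for *U12*Δ/Δ and 796 for *U6atac*Δ/Δ.

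The paper places the expression of *Pcyt2*, *Zmynd10* and *Fas3* in *U12*Δ/Δ and *U6atac*Δ/Δ below that in *Smn*Δ/Δ. It bases this on RT-PCR as well as on RNA-seq, and only the TPM were analysed here. The log2 fold change against *Smn*Δ/Δ was above 0 for *Pcyt2* in *U12*Δ/Δ (0.82) and for all 3 genes in *U6atac*Δ/Δ (2.76, 0.26 and 0.38), and below 0 for *Zmynd10* (−1.75) and *Fas3* (−3.39) in *U12*Δ/Δ, none with an adjusted p under 0.05 by limma. With single libraries left out, values below 0 were reached in 1 of 4 cases for *Pcyt2* in *U12*Δ/Δ (lowest −1.74) and in 2 of 4 for *Zmynd10* (lowest −1.09) and *Fas3* (lowest −2.20) in *U6atac*Δ/Δ, and in 0 of 4 for *Pcyt2* in *U6atac*Δ/Δ. The paper states that *Smn*Δ/Δ has more affected SSs than *U12*Δ/Δ and *U6atac*Δ/Δ. At one common Unused Index, *Smn*Δ/Δ had 847 5′SSs against 856 and 1052, and 1031 3′SSs against 1081 and 832. These are counts and not shares of the SSs scored. By the lengths of the lists, fewer SSs were scored in *Smn*Δ/Δ, so shares could order the strains otherwise. The counts therefore do not decide the paper's statement.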

Other observations

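In this part, the tests of testis RNA and of listed splice sites were set before the data were examined, except the control with random genes. That control, the tests on the spread between replicates and those on U11 were chosen after the result was seen.

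The log2 difference between the 2 libraries of a strain followed the order of the deposited tables. Between adjacent genes it correlated at 0.491 (mean of 4 strains, across genes, which are not independent replicates), while the largest value in 100 shuffles of any strain was 0.0284. The correlation was still between 0.284 and 0.468 for 1696 adjacent pairs on different chromosomes, and between 0.0160 and 0.107 for genes 100 places apart. Genes within 20 kb in the genome but over 300 places apart in the tables correlated at 0.0113 (9626 pairs), so position in the genome does not account for it. Values displaced by up to 5 genes, the largest shift tried, were not seen, as 99.6% of windows of 50 genes matched the other libraries best without a shift. The absolute difference rose with mean TPM (Spearman's rho 0.280), but the pseudocount of 1 presses the differences of genes with a low TPM towards 0, so this does not exclude low expression. It hardly followed gene length (0.0441). Ribosomal protein genes, whose levels were taken to change together with stage, spread as much as all genes (ratio of SDs 0.994, 88 genes). This does not exclude a difference in stage between pools, since in the 2 *U12*Δ/Δ libraries the mean log2(TPM + 1) was 12.39 and 1.52 for the salivary glue genes and 4.79 and 1.24 for 3 late ecdysone genes. The means of the late fat body genes, at 12.18 and 11.15, and of the pre-glue genes, at 5.16 and 5.51, differed less between these libraries. Single fat body genes went both ways. *Fbp1* was at 17438 and 20.5 TPM, and *Lsp1alpha* and *Lsp2* were also lower in replicate 2. *Fbp2*, *Lsp1beta* and *Lsp1gamma* were higher there. A factor tied to the order of the tables thus remains. For the 2 *U12*Δ/Δ pools, the glue and late ecdysone genes point to a difference in stage, which not all fat body genes follow. For the other pools it is neither shown nor excluded. What made the pattern is open.

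The free energies raise the question of what the 5′SSs add. Of 1000 shuffled Dm-U11 sequences, 1.8% let as many of the 48 regions reach the cut-off, so the base composition of Dm-U11 alone does not account for the share. Windows of 25 nt further upstream in the same exons reached it in 33 of 48 cases (68.8%), however. Windows from nucleotide 26 of the same introns reached it in 28 of 46 (60.9%). Both shares lay within the Wilson 95% interval of the observed 72.9% (59.0% to 83.4%). This interval replaced a fixed margin after the values were seen, and by that margin the intron share was too low. The mean free energy was −9.69 ± 3.15 kcal/mol (SD) in the exon windows and −8.01 ± 3.17 in the intron windows. At the sites it was −9.63. Only the site reached the cut-off in 10 introns and only the exon window in 8 (exact sign test, two-sided, p = 0.815). A candidate explanation for the share of stable duplexes is therefore the base composition around the introns, more clearly on the exon side. For the U12-type introns, 12 of 15 exon windows reached the cut-off. The test says nothing on pairing in vivo.

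Males in the pools could move host genes through testis RNA. Of 57 expressed host genes of minS-Is, 14 followed 6 testis markers across the libraries. Without them the median log2 fold change went from −0.27 to 0.27 in *U12*Δ/Δ, from −0.38 to 0.16 in *U6atac*Δ/Δ and from −0.47 to 0.03 (0.0294) in *Smn*Δ/Δ. The medians in *U12*Δ/Δ and *U6atac*Δ/Δ passed to the other side of 0, an outcome that the test did not foresee and that comes from pooling the sets. For the new minS-I hosts alone (12 of 42 following), the median went from −0.71 to −0.03 in *U12*Δ/Δ, from −0.92 to −0.05 in *U6atac*Δ/Δ and from −0.82 to −0.18 in *Smn*Δ/Δ. For the U12-type hosts (2 of 15 following), it went from 0.92 to 1.27, from 0.75 to 0.97 and from −0.17 to 0.03. For the hosts of single minS-SSs (52 of 176 following), it went from −0.89 to −0.52, from −0.90 to −0.38 and from −0.41 to −0.10. These values are not below the medians of all genes (−0.53, −0.49 and −0.18), from which no such genes were left out. The testis markers themselves fell, with a mean log2 fold change of −1.30 in *U12*Δ/Δ, −1.32 in *U6atac*Δ/Δ and −0.56 in *Smn*Δ/Δ. Leaving out genes that follow them tends to raise a median in any case. The comparison therefore cannot decide whether testis RNA made the fall of this set. The control below was run on the pooled genes only. Random sets of 6 genes with similar fold changes brought the median as near to 0 in 68.1% of 1000 draws in *U12*Δ/Δ, 72.7% in *U6atac*Δ/Δ and 20.4% in *Smn*Δ/Δ. Testis RNA thus cannot be told apart from a choice of genes by their fold changes.

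A fall of the host gene may also place its SSs in the lists. Genes listed for *U12*Δ/Δ only had a median log2 difference of 0.03 (0.0299) between *U12*Δ/Δ and *U6atac*Δ/Δ (735 genes), against the prediction. Genes listed for *U6atac*Δ/Δ only had a median of −0.07 (−0.0684) between *U6atac*Δ/Δ and *U12*Δ/Δ (751 genes), in the direction predicted, though all genes tested had medians of −0.02 and 0.02. The differences are small beside a replicate SD of 1.77 to 1.93, and no test against chance was run.

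Across 11122 genes, which are not independent replicates, the log2 fold changes of *U12*Δ/Δ and *U6atac*Δ/Δ against disjoint *WT* libraries correlated at 0.0930 (Pearson) and 0.112 (Spearman). Those of *U12*Δ/Δ and *Smn*Δ/Δ correlated at 0.118 and 0.139, and those of *U6atac*Δ/Δ and *Smn*Δ/Δ at 0.125 and 0.142.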
